# Exogenous glutamate rapidly induces the expression of genes involved in metabolism and defense responses in rice roots

**DOI:** 10.1186/s12864-017-3588-7

**Published:** 2017-02-17

**Authors:** Chia-Cheng Kan, Tsui-Yun Chung, Hsin-Yu Wu, Yan-An Juo, Ming-Hsiun Hsieh

**Keywords:** Rice, Glutamate, Metabolism, Signal transduction, Gene expression, Transcription factor, Defense response

## Abstract

**Background:**

Glutamate is an active amino acid. In addition to protein synthesis and metabolism, increasing evidence indicates that glutamate may also function as a signaling molecule in plants. Still, little is known about the nutritional role of glutamate and genes that are directly regulated by glutamate in rice.

**Results:**

Exogenous glutamate could serve as a nitrogen nutrient to support the growth of rice seedlings, but it was not as effective as ammonium nitrate or glutamine. In nitrogen-starved rice seedlings, glutamate was the most abundant free amino acid and feeding of glutamate rapidly and significantly increased the endogenous levels of glutamine, but not glutamate. These results indicated that glutamate was quickly metabolized and converted to the other nitrogen-containing compounds in rice. Transcriptome analysis revealed that at least 122 genes involved in metabolism, transport, signal transduction, and stress responses in the roots were rapidly induced by 2.5 mM glutamate within 30 min. Many of these genes were also up-regulated by glutamine and ammonium nitrate. Still, we were able to identify some transcription factor, kinase/phosphatase, and elicitor-responsive genes that were specifically or preferentially induced by glutamate.

**Conclusions:**

Glutamate is a functional amino acid that plays important roles in plant nutrition, metabolism, and signal transduction. The rapid and specific induction of transcription factor, kinase/phosphatase and elicitor-responsive genes suggests that glutamate may efficiently amplify its signal and interact with other signaling pathways to regulate metabolism, growth and defense responses in rice.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3588-7) contains supplementary material, which is available to authorized users.

## Background

Glutamate and glutamine are the first organic nitrogen compounds derived from the assimilation of nitrate and ammonium in plants. In the primary nitrogen assimilation pathway, nitrate taken up from the soil is reduced to nitrite and ammonium by nitrate and nitrite reductase, respectively. Ammonium derived from nitrate or directly absorbed from the soil can be assimilated into glutamine and glutamate via the glutamine synthetase (GS)/glutamine-oxoglutarate aminotransferase (GOGAT) cycle [1–3]. In addition to the primary nitrogen assimilation pathway, glutamate and glutamine can be synthesized via the remobilization of nitrogen-containing compounds and the assimilation of large amounts of ammonium generated by photorespiration in C3 plants [4]. Thus, glutamate and glutamine are closely related in metabolism. Besides glutamine, glutamate can be derived from other amino acids of the glutamate family such as arginine, ornithine, and proline in the plant cell [5].

In addition to protein synthesis, glutamate has many important functions in plants. For instance, glutamate is a major amino donor for the synthesis of amino acids and other nitrogen-containing compounds in plants [5]. The α-amino group of glutamate can be transferred to a wide variety of α-keto acids to form amino acids, which are catalyzed by reversible pyridoxal-5′-phosphate-dependent aminotransferases. In addition to transamination reactions, glutamate can be directly converted to α-ketoglutarate, which is mainly catalyzed by glutamate dehydrogenase (GDH) in plants [5]. The active conversion between glutamate and α-ketoglutarate provides a direct link between nitrogen and carbon metabolism in the cell.

In addition to primary carbon and nitrogen metabolism, glutamate is required for the synthesis of glutathione (GSH), a linear tripeptide of glutamate, cysteine, and glycine and a major intracellular antioxidant in virtually all organisms [6]. Glutamate is also a precursor for the synthesis of photosynthetic pigment chlorophyll. In addition, glutamate can be converted to γ-aminobutyrate (GABA) via glutamate decarboxylase (GDC). GABA is a non-protein amino acid that rapidly accumulates in response to biotic and abiotic stress to modulate plant growth [7–9]. Increasing evidence indicates that GABA may exert its effects in plants through the regulation of carbon metabolism as well as signaling pathways [7–11]. Glutamate also plays an important role in the synthesis of functional folate (vitamin B9), which is a cofactor for one-carbon metabolism. Folate is predominantly decorated with a polyglutamate tail. The addition of polyglutamate to folate may enhance its co-enzyme affinity, subcellular compartmentation and stability [12].

In humans, glutamate and its metabolite GABA are important neurotransmitters in the central nervous system. Glutamate mainly employs its action through glutamate receptors [13], which also exist in non-neuronal tissues [14–16]. Thus, the functions of glutamate signaling may go beyond the nervous system [14–16]. Interestingly, plants also have glutamate receptor (GLR) homologs [17]. There are 20 *GLR* genes grouped into three clades in the model plant *Arabidopsis thaliana* [18]. The functions of these GLRs have just begun to be elucidated. Accumulating evidences suggest that plant GLRs may not have ligand specificity [19]. For instance, AtGLR1.4 is an ion channel gated by multiple hydrophobic amino acids but not glutamate [20]. Thus, GLRs may have evolved to have diverse functions in plants. Nevertheless, the discovery of GLR homologs has laid the foundation for the assessment of glutamate sensing and signaling in plants.

Glutamate has been implicated to modulate calcium signaling [21] and root system architecture [22, 23]. Glutamate inhibits primary root growth and stimulates the outgrowth of lateral roots near the primary root tip in Arabidopsis [22]. This phenomenon is specific to glutamate, as structurally or metabolically related amino acids Asp, Gln, and D-Glu do not have similar effects [22]. A recent study further demonstrated that a MAP kinase kinase kinase (MEKK1) is involved in glutamate signaling pathway responsible for inducing changes in Arabidopsis root system architecture [24]. The MAP kinase cascade plays an important role in both biotic and abiotic stress signaling networks [25]. The identification of MEKK1 in glutamate signaling raises an interesting question whether amino acid signaling interacts with biotic and abiotic stress signaling in plants. Recently, exogenous glutamate (10 mM) has been shown to induce systemic disease resistance in rice but the underlying molecular mechanisms are still unknown [26].

While glutamate has been shown to serve as an external signal to affect root growth and development in the most sensitive Arabidopsis accession C24 at a very low concentration (50 μM) [22], most studies on the effects of glutamate on the growth of seedlings or suspension cultures use 1–10 mM or even higher concentrations of glutamate [19]. It has been demonstrated that feeding of 20 or 40 mM glutamate to tobacco plants has limited effect on the endogenous glutamate pool [27, 28]. Feeding of 100 mM glutamate induces the expression of glutamate metabolic genes *cytosolic glutamine synthetase* (*GS1*) and *glutamate dehydrogenase* (*GDH*) in tobacco leaf discs [29]. Together with studies on glutamate metabolism related enzymes using inhibitors, mutants, overexpression and antisense lines, it has been proposed that plants may have mechanisms to maintain glutamate homeostasis [5]. GS and GDH may be responsible for maintaining a constant concentration of glutamate in plants [30].

Amino acids have been shown to act as signals to regulate gene expression in yeast and animals [31, 32]. It is somewhat surprising that relatively few studies have focused on the effects of exogenous amino acids on plant gene expression [19]. We have previously shown that glutamine can effectively support rice seedling growth when supplemented as the sole nitrogen source in hydroponics [33]. In addition to its role in plant nutrition, glutamine can rapidly induce the expression of key transcription factor genes involved in nitrogen and stress responses in rice roots [33, 34]. These findings support the notion that amino acid signaling pathways may crosstalk with biotic and abiotic signaling networks in plants. Although glutamate and glutamine are closely related in structure and metabolism, these two amino acids may have distinct signaling effects. Here, we examined the nutritional effects of glutamate on rice seedlings. We also used transcriptome analysis to identify genes that were rapidly induced by glutamate in rice roots. Some of the early glutamate-responsive genes identified here may be involved in glutamate signaling in plants.

## Results

### Exogenous glutamate can support rice seedling growth

Glutamate occupies a central position in plant metabolism and serves as a precursor for many important compounds (Additional file 1: Figure S1). To examine the nutritional effect of glutamate, we grew rice seedlings in hydroponics supplemented with different concentrations of glutamate as the sole nitrogen source (Fig. 1). Feeding of 0.1 mM glutamate did not significantly (one-way ANOVA followed by Tukey’s test, *P* < 0.05) improve the growth of rice seedlings (Fig. 1a,b), and the chlorophyll content only increased slightly (Fig. 1c) as compared with those of seedlings grown in the absence of nitrogen. The shoot length of rice seedlings grown in 0.5 and 1 mM glutamate was significantly longer than that grown in the absence of nitrogen, but was still shorter than that grown in 1.43 mM NH_4_NO_3_ (Fig. 1a,b). Supplementation of 2.5, 5, or 10 mM glutamate in the hydroponics inhibited shoot growth as compared with that of 0.5 or 1 mM glutamate (Fig. 1a,b). The root length of rice seedlings grown in 0.1 mM glutamate was similar to that of seedlings grown in the absence of nitrogen (Fig. 1a,b). Feeding of 0.5, 1, 2.5, 5, or 10 mM glutamate in the hydroponics increasingly inhibited root growth as compared with that of 1.43 mM NH_4_NO_3_ (Fig. 1a,b). Although glutamate was not as effective as ammonium nitrate in supporting rice seedling growth, the chlorophyll content in seedlings grown in 0.5-10 mM glutamate was comparable to that of seedlings grown in 1.43 mM NH_4_NO_3_ (Fig. 1c).

**Fig. 1:**
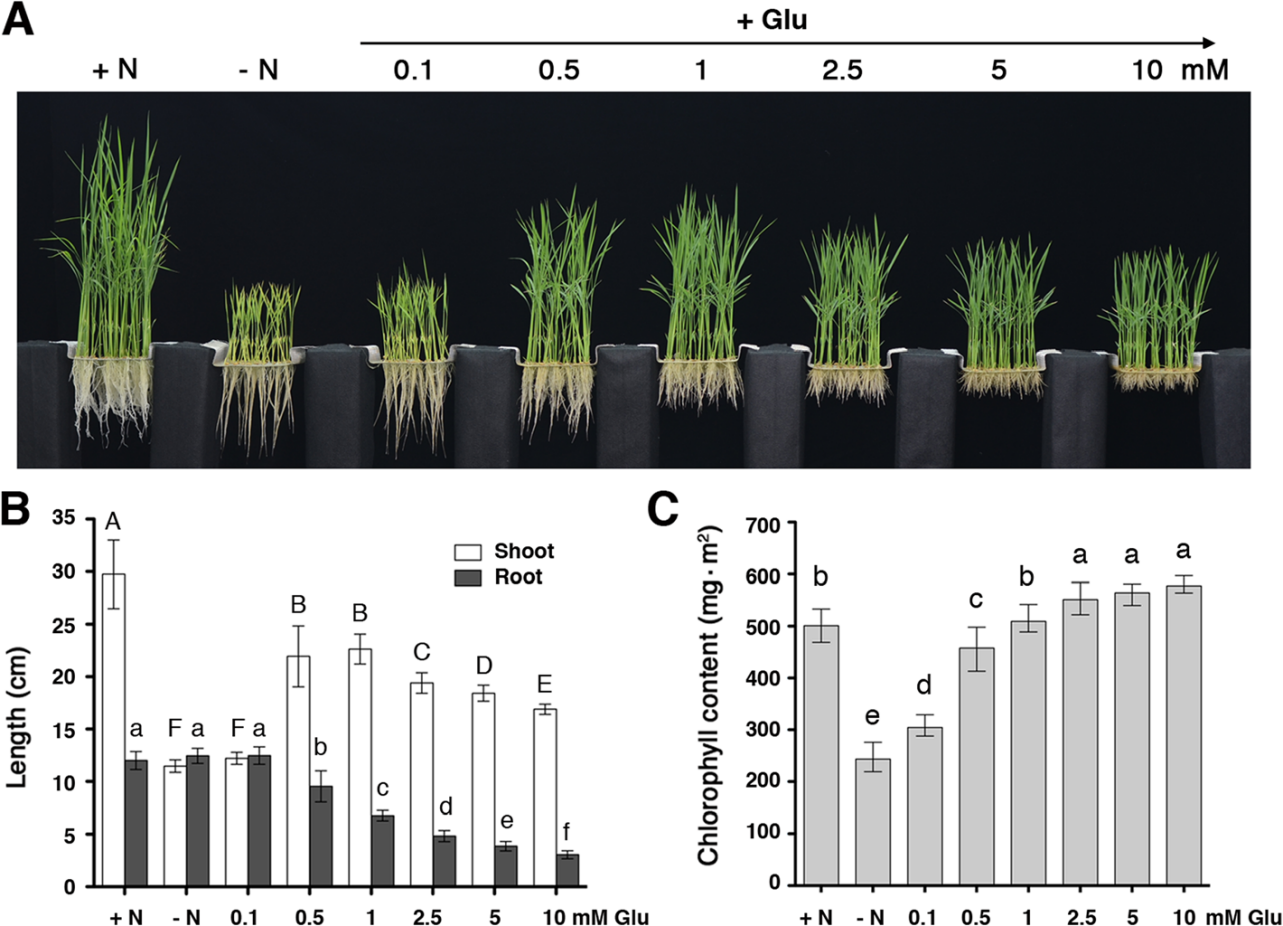
Glutamate as a nitrogen nutrient to support rice seedling growth. **a** Rice seedlings grown in hydroponics containing NH_4_NO_3_ or glutamate as the nitrogen source. Shoot length, root length (**b**), and chlorophyll contents (**c**) of rice seedlings from (**a**). The rice seedlings are 17-day-old. Data are means ± SD (*n* = 40). Different letters indicate significant differences between treatments, tested by one-way ANOVA followed by Tukey’s test (*P* < 0.05). +N, + 1.43 mM NH_4_NO_3_; −N, no nitrogen

### Slow uptake of glutamate in nitrogen-starved rice seedlings

To examine if rice seedlings could effectively take up glutamate, 17-day-old nitrogen-starved rice seedlings were transferred to hydroponics containing 2.5 mM glutamate for 0–24 h. The content of glutamate left in the growth medium was measured during the time course of glutamate feeding. The amount of glutamate left in the growth medium only decreased slightly after 0.25-8 h of treatment (Fig. 2a). Approximately 20% and 50% of the glutamate supplemented in the hydroponics were consumed after 16 h and 24 h of treatment, respectively (Fig. 2a).

**Fig. 2:**
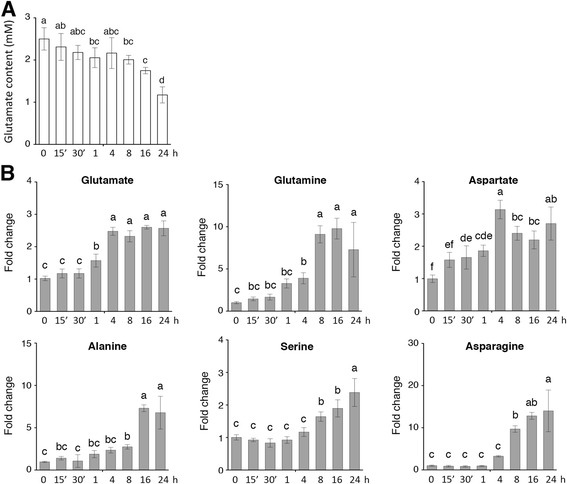
Amino acid contents in the growth medium and rice roots during the time course of glutamate treatment. 17-day-old nitrogen-starved rice seedlings were transferred to hydroponics containing 2.5 mM glutamate for 24 h. **a** The contents of glutamate left in the hydroponics were measured over the 24-h time course. **b** Contents of glutamate, glutamine, aspartate, alanine, serine, and asparagine in the roots were measured during the time course of glutamate treatment. Fold change indicates the relative amounts of amino acids in 2.5 mM glutamate-treated roots (0.25-24 h) compared to those of control (0 h). Data are means ± SD (*n* = 5). Different letters indicate significant differences between treatments, tested by one-way ANOVA followed by Tukey’s test (*P* < 0.05)

### Glutamate is rapidly converted to other amino acids in the roots

After taken up by the nitrogen-starved rice seedlings, glutamate may be converted to other nitrogen-containing compounds. We analyzed the levels of free amino acids in the roots during the time course of glutamate treatment. The levels of glutamate, aspartate, serine, glutamine, asparagine, and alanine increased significantly (one-way ANOVA followed by Tukey’s test, *P* < 0.05) after 24 h of glutamate treatment as compared to the untreated control (Fig. 2b, Additional file 1: Table S1). By contrast, the amounts of the other proteinogenic amino acids did not change significantly (data not shown). Interestingly, feeding of glutamate to nitrogen-starved rice seedlings did not significantly increase the endogenous levels of glutamate within 30 min (Fig. 2b). Glutamate in the roots started to accumulate to a higher level after feeding for 1 h and increased to about 2.5-fold of control levels after 4 h of glutamate treatment (Fig. 2b). Although the exogenous amount of glutamate in the growth medium decreased significantly after 8–24 h (Fig. 2a), the endogenous levels of glutamate in the roots did not further increase after 8–24 h of glutamate treatment (Fig. 2b). These results suggest that the glutamate taken up by the rice seedlings may be constantly converted to the other nitrogen-containing compounds in the roots.

The amount of glutamine, aspartate and alanine increased rapidly after 15 min of glutamate treatment (Fig. 2b). Feeding of glutamate to nitrogen-starved rice seedlings significantly increased the endogenous levels of glutamine after 15–30 min (Fig. 2b). The amount of glutamine in the roots increased to about 3-fold after 1 h, ~5-fold after 4 h, and continued to increase to ~10-fold of control levels after 8–24 h of glutamate treatment (Fig. 2b). Similar trend was observed in changes of alanine levels during the time course of glutamate treatment. The amount of alanine increased to about 2.5- to 3-fold after 4–8 h, and continued to increase to ~8-fold of control levels after 16–24 h of glutamate treatment (Fig. 2b). Feeding of glutamate to nitrogen-starved rice seedlings rapidly enhanced the accumulation of aspartate within the first hour, and the levels of aspartate increased to about 2- to 3.3-fold of control levels after 4–24 h of glutamate treatment (Fig. 2b).

By contrast, feeding of glutamate to nitrogen-starved rice seedlings did not significantly increase the amount of serine in the roots within the first 4 h (Fig. 2b). The levels of serine increased to about 2- to 3-fold of control levels after 8–24 h of glutamate treatment (Fig. 2b). The amount of asparagine was low in nitrogen-starved seedlings, and feeding of glutamate for 0.25-4 h did not significantly increase the levels of asparagine in the roots (Fig. 2b). The amount of asparagine started to increase significantly (~12-fold) after 8 h of glutamate treatment, and continued to increase to ~16-fold after 16 h, and ~20-fold of control levels after 24 h (Fig. 2b).

### Identification of early glutamate-responsive genes in rice seedlings

In addition to nutritional effects, we attempted to explore the signaling role of glutamate in the regulation of gene expression in rice. 

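RNA from the roots of 17-day-old rice seedlings grown without nitrogen (−N), or given 2.5 mM glutamate for 30 min (+Glu), was hybridized to the Affymetrix GeneChip Rice Genome Array, which measures each transcript with 1 or more sets of short probes. There were 2 biological replicates per group, 4 arrays in all. The deposited values are intensities on a linear scale, 1 per probe set and array. The submitters' processing notes name GCOS and RMA, with no version, and the order and role of these programs are not given in the sources used here. The median intensity was 20.1 in −N replicate 1, 23.9 in −N replicate 2, 19.3 in +Glu replicate 1 and 23.9 in +Glu replicate 2. The log2 of each intensity was taken without a pseudocount or a filter on low values, and +Glu was compared with −N by limma's moderated test with Benjamini-Hochberg adjustment. After 123 Affymetrix controls were left out, 57258 probe sets were tested. The array annotation named 1 gene for 22436 of these probe sets, several genes for 95 and none for 34727. A gene was represented by its probe set with the highest mean over the 4 arrays, which gave 17905 genes, of which 2459 carry a name other than a placeholder in the gene table of assembly ASM3414082v1. The files do not pair probe sets with the Os locus numbers of the study, so a gene of Table 1 was taken as measured only where its name and its chromosome matched this gene table, which held for 11 of 122 genes. The replicates were not equally close to each other: 4136 probe sets were at least 2-fold apart between both −N arrays, and 1874 between both +Glu arrays. Arrays of the same replicate number were closer across the groups. Between −N and +Glu replicate 1 the count was 1066, and between −N and +Glu replicate 2 it was 1338. The limma fit does not include the replicate number unless stated. With 2 arrays per group, the number of arrays limits the precision. In simulated arrays of the same size, 2.99% of probe sets with a true log2 change of 1 reached an adjusted p under 0.05, against 88.1% of those with a change of 2 and 100% of those with a change of 3. The simulated values varied independently between arrays, with the moderated spread that limma gives each probe set. These shares need not hold for the real arrays.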

To identify genes that were rapidly induced by glutamate, we used microarray analysis to compare the gene expression profiles between rice seedlings treated with 2.5 mM glutamate for 30 min and the untreated control. Analysis of the microarray data with 2-fold cutoff revealed that the expression of 156 genes was rapidly regulated by glutamate in the roots. 

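Among genes with a name in the gene table and an unadjusted p under 0.05 from limma, those with the largest fold changes in the roots after 30 min of 2.5 mM glutamate were the nicotianamine synthase gene NAS1 (4.83-fold), the lipoxygenase gene CM-LOX1 (4.56-fold), a lectin gene listed as Agglutinin (4.34-fold), the lipoxygenase gene CM-LOX2 (3.98-fold), the nicotianamine synthase gene NAS2 (3.74-fold), the calcium ATPase gene ACA7 (3.63-fold), the calmodulin-like gene CML15 (3.35-fold) and the inositol phosphate kinase gene ITPK4 (3.20-fold), with the chitinase genes Cht8 and Cht6 between them. This order rests on single arrays: without −N replicate 1 the log2 fold changes were 1.40 for NAS1, 1.30 for NAS2, 2.64 for CM-LOX2, 2.29 for CML15 and 2.30 for ITPK4. Without −N replicate 2 they were 3.14, 2.50, 1.35, 1.2 and 1.06. With 1 array left out in turn that of Agglutinin ranged from 1.71 to 2.52, and that of CM-LOX1 from 2.09 to 2.29. CM-LOX1 had an intensity of 23.0 ± 2.33 (SD, n = 2) in −N and 104.9 ± 10.4 (SD, n = 2) in +Glu.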

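Over all 17905 genes in the roots, 301 were at least 2-fold higher in +Glu and 8 at least 2-fold lower with an unadjusted p under 0.05 from limma. Of the 2459 named genes, 47 were higher and 1 was lower at these thresholds. By chance, interchangeable arrays would put both +Glu arrays above both −N arrays in 16.7% of genes, and below them in as many. The arrays here differed by replicate number, and genes of a list need not vary independently, so this share is only a rough guide. Without regard to size or p, both +Glu arrays were above both −N arrays in 2673 of the 17905 genes (14.9%) and below them in 1812. The gene counts were 618 and 39 without −N replicate 2, 411 and 252 without −N replicate 1, and 196 and 15 without +Glu replicate 2. Counted as probe sets, 551 were higher and 25 lower at the same thresholds, and 636 were higher and 135 lower by the 2-fold cutoff alone, of which the lower count was 240 to 514 with any 1 of the 4 arrays left out and the higher count 1091 without −N replicate 2 and 962 without +Glu replicate 1. After Benjamini-Hochberg adjustment in limma 0 probe sets and 0 genes passed, against 1264 higher and 202 lower probe sets at an unadjusted p under 0.05; Student's t-test also gave 0 after adjustment, with 1011 higher and 999 lower unadjusted, and 187 higher and 6 lower at the 2-fold thresholds. In simulated arrays with no changed probe set, 359 of 57258 passed the 2-fold thresholds, against the 551 higher and 25 lower here. The simulated values varied independently between arrays, and the 359 were not counted by direction. The smallest adjusted p over genes was 0.505. The probe-set counts depended on single arrays: they were 942 higher and 513 lower without −N replicate 1 (433 and 142 after adjustment), 1090 and 428 without −N replicate 2 (150 and 202 after adjustment), and 343 and 90 without +Glu replicate 2.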

Of the 156 genes, including 151 up- and 5 down-regulated, we were able to confirm the up-regulation of 122 genes (Table 1), and none of the down-regulated genes could be verified by qRT-PCR (see below). In contrast to roots, the microarray data did not identify any genes that were rapidly induced by glutamate in the shoots (2-fold cutoff, data not shown). This is consistent with the finding that levels of free amino acids did not change significantly (Student’s *t*-test, *P* < 0.05) in the shoots after 30 min of glutamate treatment (Additional file 1: Figure S2A). 

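The 8 genes that were at least 2-fold lower in +Glu at an unadjusted p under 0.05 include 1 with a name, DXPS, with an intensity of 236.6 ± 24.3 (SD, n = 2) in −N and 109.4 ± 0.495 (SD, n = 2) in +Glu. Its log2 fold change was −1.11 (standard error 0.22, unadjusted p = 0.00296 and adjusted p = 0.689 from limma). The largest fold change among the 8 was that of LOC4324658, a gene with a placeholder name, at 69.1 ± 8.60 (SD, n = 2) in −N and 19.1 ± 3.22 (SD, n = 2) in +Glu. Without −N replicate 2 the log2 fold changes of LOC4338117 (−0.50), LOC4352584 (−0.85), LOC4328495 (−0.64) and LOC4337580 (−0.48) no longer reached 2-fold. The count of lower genes was 252 without −N replicate 1, 39 without −N replicate 2, 14 without +Glu replicate 1 and 15 without +Glu replicate 2. LOC4338226, another of the 8, is represented by a probe set that can bind several transcripts, and its log2 fold change was 0.12 when such probe sets were left out.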

Unexpectedly, the treatment also did not significantly increase the levels of glutamate in the roots, while the amounts of glutamine, aspartate, and alanine increased slightly (Additional file 1: Figure S2B).

**Table 1:** List of early glutamate-responsive genes in rice roots

No.	Locus ID		Fold change (+ Glu/- N)	Gene description
1^a^	Os03g0236200	LOC_Os03g13300	9.6	Glutamate decarboxylase 1, GDC1
2	Os08g0508800	LOC_Os08g39840	5.4	Herbivore induced 13-lipoxygenase, HI-LOX
3	Os12g0518200	LOC_Os12g33300	5.1	EamA-like transporter family
4	Os04g0618400	LOC_Os04g52750	5.1	Unknown
5^a^	Os03g0823400	LOC_Os03g60840	4.7	Bowman-Birk type trypsin inhibitor, BBTI13
6	Os09g0401000	LOC_Os09g23620	4.6	MYB family transcription factor
7^a^	Os05g0402900	LOC_Os05g33400	4.3	Xylanase inhibitor I-like
8	Os01g0186900	LOC_Os01g09220	4.2	Putative nuclease HARBI1
9	Os08g0457200	LOC_Os08g35580	4.2	Unknown
10	Os05g0373300	LOC_Os05g30970	3.9	Copine-like protein; similar to BONZAI1
11	Os01g0952900	LOC_Os01g72360	3.8	Unknown
12	Os01g0705200	LOC_Os01g50910	3.7	Late embryogenesis abundant protein, group 3
13	Os12g0181500	LOC_Os12g08090	3.7	Amino acid permease 16, AAP16
14	Os01g0666000	LOC_Os01g47580	3.6	Lipid phosphate phosphatase 2
15	Os03g0318400	LOC_Os03g20290	3.6	Aspartic proteinase nepenthesin-1
16^a^	Os04g0301500	LOC_Os04g23550	3.6	Transcription factor bHLH35, RERJ1
17	Os02g0269600	LOC_Os02g16940	3.6	Subtilisin-like protease SBT3.5
18	Os09g0565300	LOC_Os09g39190	3.5	E3 ubiquitin-protein ligase RGLG1
19	Os10g0542900	LOC_Os10g39680	3.5	Chitinase 8
20	Os02g0605900	LOC_Os02g39330	3.4	Chitinase 6
21	Os09g0551000	LOC_Os09g37834	3.3	G-type lectin S-receptor-like protein kinase RKS1
22^a^	Os01g0845100	LOC_Os01g62670	3.3	Protein of unknown function DUF668
23	Os11g0213800	LOC_Os11g10770	3.2	NBS-LRR disease resistance protein
24	Os03g0302800	LOC_Os03g19070	3.2	Unknown
25^a^	Os02g0687200	LOC_Os02g46210	3.1	Protein of unknown function DUF581
26	Os01g0905300	LOC_Os01g67820	3.1	Exo70 exocyst complex subunit
27	Os10g0497700	LOC_Os10g35460	3.1	COBRA-like protein 4
28	Os02g0733900	LOC_Os02g50110	3.1	Unknown
29	Os04g0585000	LOC_Os04g49550	3.0	RING-H2 finger protein ATL44
30	Os05g0516700	LOC_Os05g44060	3.0	Unknown
31^a^	Os03g0187800	LOC_Os03g08880	3.0	Purine permease 3, PUP3
32	Os04g0647900	LOC_Os04g55420	3.0	LRR receptor-like serine/threonine protein kinase GSO1
33	Os01g0705700		2.9	Transcription factor bHLH13
34	Os10g0418100	LOC_Os10g28240	2.9	Calcium-transporting ATPase 13
35	Os07g0559700	LOC_Os07g37320	2.9	Monosaccharide transporter 6, OsMST6
36	Os11g0144900	LOC_Os11g04830	2.9	Unknown
37	Os04g0464100	LOC_Os04g39010	2.8	Heavy metal transport domain-containing protein
38	Os09g0471800	LOC_Os09g29600	2.8	Wall-associated receptor kinase 85, OsWAK85
39	Os12g0478400	LOC_Os12g29430	2.8	Wall-associated receptor kinase 125, OsWAK125
40	Os04g0128700	LOC_Os04g03920	2.8	Unknown
41	Os07g0592600	LOC_Os07g40290	2.8	Indole-3-acetic acid-amido synthetase 3.8, OsGH3.8
42	Os01g0720400	LOC_Os01g52230	2.7	Inorganic pyrophosphatase 1
43	Os02g0764700		2.7	Ethylene-responsive transcription factor ERF109
44	Os01g0915000	LOC_Os01g68650	2.7	Protein of unknown function DUF506
45	Os01g0121500	LOC_Os01g03130	2.7	Unknown
46^a^	Os02g0807900	LOC_Os02g56380	2.7	Wall-associated receptor kinase 21, OsWAK21
47	Os04g0543900	LOC_Os04g45970	2.7	Glutamate dehydrogenase 2, GDH2
48	Os03g0203700	LOC_Os03g10640	2.7	Calcium-transporting ATPase 2
49	Os12g0198200	LOC_Os12g09640	2.7	Phosphatase 2C family protein
50	Os04g0463500	LOC_Os04g38950	2.7	Anthranilate synthase beta subunit 1
51	Os05g0540900	LOC_Os05g46340	2.7	Unknown
52	Os08g0473900	LOC_Os08g36910	2.7	Alpha-amylase isozyme 3D
53	Os01g0717000	LOC_Os01g51920	2.7	Choline kinase 2
54	Os07g0493800	LOC_Os07g31190	2.7	Wall-associated receptor kinase 71, OsWAK71
55	Os05g0181300	LOC_Os05g08860	2.6	Unknown
56	Os11g0667700	LOC_Os11g44560	2.6	Protein kinase domain containing protein
57^a^	Os02g0205500	LOC_Os02g11070	2.6	3-ketoacyl-CoA synthase 11
58	Os03g0290300	LOC_Os03g18070	2.6	Omega-3 fatty acid desaturase
59	Os06g0201200	LOC_Os06g10020	2.6	Unknown
60	Os01g0905200	LOC_Os01g67810	2.6	Exo70 exocyst complex subunit
61	Os03g0268600	LOC_Os03g16170	2.6	Phosphatase 2C family protein
62	Os04g0618700	LOC_Os04g52780	2.6	LRR receptor-like serine/threonine protein kinase FLS2
63	Os12g0556200	LOC_Os12g36910	2.6	Calmodulin binding protein 60 B
64	Os11g0474533	LOC_Os11g28470	2.5	Unknown
65	Os04g0119500	LOC_Os04g02910	2.5	Unknown
66	Os12g0248600	LOC_Os12g14540	2.5	Unknown
67^a^	Os04g0194500	LOC_Os04g11820	2.5	ABC transporter G family member 28
68	Os04g0497000	LOC_Os04g41960	2.5	NADPH oxidoreductase
69	Os03g0648600	LOC_Os03g44636	2.5	RING-H2 finger protein ATL44-like
70	Os11g0154500	LOC_Os11g05614	2.5	NAC-domain containing protein 90
71^a^	Os02g0585100	LOC_Os02g37320	2.5	Heavy metal transport domain containing protein
72	Os09g0313600	LOC_Os09g14450	2.4	Disease resistance RPP13-like protein 4
73	Os08g0457000	LOC_Os08g35560	2.4	Unknown
74	Os01g0776700	LOC_Os01g56890	2.4	Unknown
75	Os11g0168600	LOC_Os11g06780	2.4	Leucine-rich repeat receptor protein kinase MSP1-like
76	Os09g0455300	LOC_Os09g28210	2.4	bHLH transcription factor, similar to HECATE1 (HEC1)
77	Os09g0484900	LOC_Os09g31130	2.3	Tonoplast dicarboxylate transporter
78	Os09g0452900	LOC_Os09g27950	2.3	Beta-1,3-galactosyltransferase 7
79	Os03g0292100	LOC_Os03g18150	2.3	Phosphatase 2C family protein
80	Os05g0493100	LOC_Os05g41370	2.3	Cysteine-rich receptor-like protein kinase 15
81	Os11g0228600	LOC_Os11g12240	2.2	Similar to NBS-LRR disease resistance protein
82	Os04g0490500	LOC_Os04g41310	2.2	PTI1-like tyrosine-protein kinase 3
83	Os03g0194600	LOC_Os03g09880	2.2	Cyt b561 and DOMON domain-containing protein
84	Os01g0134700	LOC_Os01g04280	2.2	Calmodulin binding protein
85	Os02g0661100	LOC_Os02g44230	2.2	Trehalose-6-phosphate phosphatase
86	Os10g0521900	LOC_Os10g37760	2.2	Rhomboid-like protease, OsRhmbd17
87	Os08g0384500	LOC_Os08g29570	2.2	ABC transporter G family member 44
88	Os03g0218400	LOC_Os03g11900	2.2	Sugar transport protein 2
89	Os04g0461600	LOC_Os04g38790	2.2	Cell number regulator 2
90	Os02g0627100	LOC_Os02g41680	2.2	Phenylalanine ammonia-lyase
91	Os03g0407900	LOC_Os03g29410	2.2	Serine/threonine protein kinase
92	Os07g0502200	LOC_Os07g31884	2.2	MATE efflux protein family protein
93	Os02g0562600	LOC_Os02g35490	2.2	MLO-like protein 1
94	Os04g0634700	LOC_Os04g54200	2.1	Diacylglycerol kinase 5
95	Os01g0882800	LOC_Os01g66010	2.1	Amino acid permease 8, AAP8
96	Os07g0232800	LOC_Os07g12890	2.1	Zinc transporter 8
97^a^	Os09g0482800	LOC_Os09g30490	2.1	Calcium-binding EF-hand domain containing protein
98	Os03g0773300	LOC_Os03g56250	2.1	LRR receptor-like serine/threonine protein kinase
99	Os01g0934400	LOC_Os01g70820	2.1	Photosystem II oxygen evolving complex protein PsbP
100^a^	Os08g0138200	LOC_Os08g04370	2.1	Cupredoxin domain containing protein, phytocyanin
101	Os01g0690800	LOC_Os01g49614	2.1	Acidic endochitinase SE2
102	Os03g0792800	LOC_Os03g57880	2.1	Glucan endo-1,3-beta-glucosidase 8
103	Os05g0541100	LOC_Os05g46350	2.1	IQ calmodulin-binding region domain containing protein
104	Os01g0817000	LOC_Os01g60110	2.1	Protein of unknown function DUF607
105	Os01g0723800	LOC_Os01g52550	2.1	ABC transporter B family member 8
106	Os07g0561800	LOC_Os07g37454	2.1	Organic cation/carnitine transporter 2
107	Os01g0713200	LOC_Os01g51570	2.1	Glucan endo-1,3-beta-glucosidase GII
108	Os02g0126400	LOC_Os02g03410	2.1	Calcium-dependent protein kinase 16
109^a^	Os07g0119300	LOC_Os07g02800	2.1	MYB domain containing protein
110	Os02g0682300	LOC_Os02g45780	2.1	E3 ubiquitin-protein ligase RHA1B
111	Os07g0583600	LOC_Os07g39470	2.1	Chitin-inducible gibberellin-responsive protein 2, CIGR2
112^a^	Os11g0184900	LOC_Os11g08210	2.0	NAC domain-containing protein 5, OsNAC5
113	Os01g0570800	LOC_Os01g38980	2.0	IQ calmodulin-binding region domain containing protein
114	Os10g0466800	LOC_Os10g32930	2.0	Unknown
115	Os04g0632100	LOC_Os04g53998	2.0	Receptor-like serine/threonine-protein kinase SD1-6
116	Os06g0288100	LOC_Os06g18000	2.0	Leucine-rich repeat receptor-like protein kinase SOBIR1
117	Os02g0299300	LOC_Os02g19650	2.0	Putative aminoacrylate hydrolase RutD
118^a^	Os07g0589000	LOC_Os07g40000	2.0	LOB domain containing protein, LBD37-like
119	Os03g0285800	LOC_Os03g17700	2.0	MAP Kinase 5
120	Os06g0292400	LOC_Os06g18900	2.0	Unknown
121	Os08g0492500	LOC_Os08g38460	2.0	Probable E3 ubiquitin-protein ligase XERICO
122^a^	Os08g0386200	LOC_Os08g29660	2.0	WRKY69

Total RNA extracted from 17-day-old rice seedlings grown in hydroponic solution without nitrogen (−N) or treated with 2.5 mM glutamate for 30 min (+ Glu) was used for microarray analysis. ^a^Indicates genes that are also rapidly induced by glutamine [33]. The results were derived from two biological replicates

We used gene ontology (GO) category enrichment analysis to classify the biological functions of 122 genes up-regulated by glutamate in rice roots. In biological process, the GO terms “metal ion transport”, “protein amino acid phosphorylation”, and “amine metabolic process” were significantly (false discovery rate value, FDR < 0.05) enriched (Fig. 3a). In cellular component, the GO term “membrane” was enriched (Fig. 3b). In molecular function, the GO terms “hydrolase activity”, “protein kinase activity”, “active transmembrane transporter activity”, “cation transmembrane transporter activity”, “ATP binding” and “calcium ion binding” were significantly enriched (Fig. 3c). Some of the glutamate up-regulated genes in representative functional categories were listed in Additional file 1: Table S2.

**Fig. 3:**
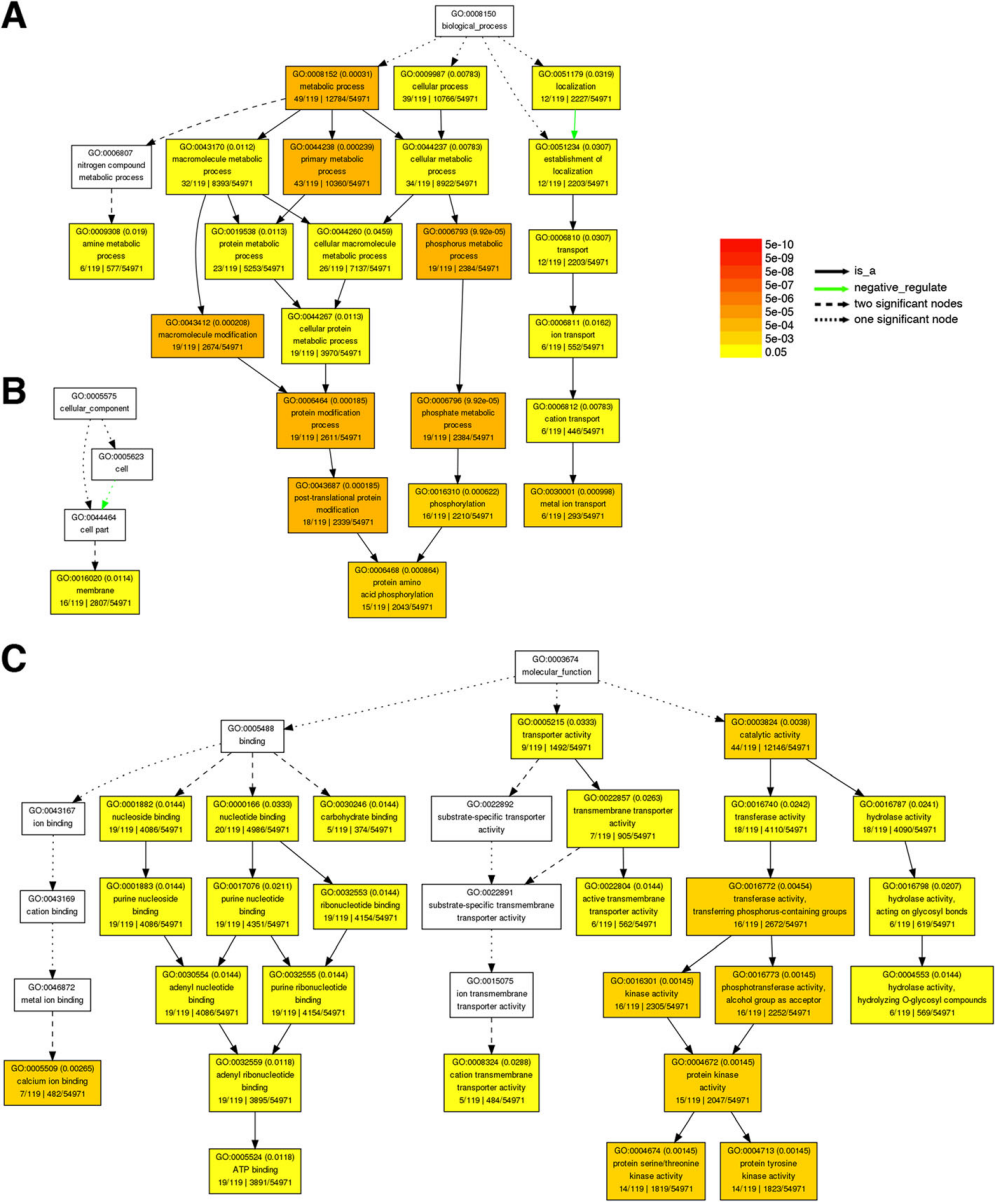
Gene ontology enrichment analysis of genes up-regulated by glutamate. The differentially expressed genes were analyzed by singular enrichment analysis using AgriGO. Significantly enriched GO categories in biological process (**a**), cellular component (**b**), and molecular function (**c**) are shown in yellow, orange, and red boxes (false discovery rate, FDR < 0.05). Each box contains GO term number, the FDR value, GO term, and number associated with the GO term in the query list and glutamate up-regulated genes (119 GO terms) as well as total number of query list and reference background (54971 GO terms). The GO terms “primary metabolic process”, “transporter activity” and “protein kinase activity” are significantly enriched in glutamate-responsive genes

In addition, we also performed Kyoto encyclopedia of genes and genomes (KEGG) analysis. Of the 122 up-regulated genes, 33 genes were annotated with KEGG orthology (KO) terms. A list of these genes, the associated KO number and KEGG pathways were shown in Additional file 1: Table S3. We further performed KEGG pathway enrichment analysis and the result indicated that “glycerophospholipid metabolism” and “ABC transporters” were enriched (Additional file 1: Table S4). Since the gene count was very low, 2 in “glycerophospholipid metabolism” and only 1 in “ABC transporters”, the result of KEGG pathway enrichment analysis might not be meaningful. Nevertheless, the results of GO and KEGG analyses suggest that glutamate feeding for 30 min can rapidly trigger the expression of genes involved in metabolism, transport and signaling in rice roots.

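Of the genes in Table 1, ASB1, which encodes the beta subunit of anthranilate synthase, the first enzyme of tryptophan synthesis, had an intensity of 618.6 ± 46.2 (SD, n = 2) in −N and 1663 ± 288 (SD, n = 2) in +Glu, a 2.67-fold difference (unadjusted p = 0.00146, adjusted p = 0.582 from limma). The alpha-amylase gene RAMY3D was 2.37-fold higher (unadjusted p = 0.0106), with another probe set of this gene at a log2 fold change of 0.18; its log2 fold change was 0.87 without −N replicate 1, and without +Glu replicate 2 it was 1.07 with an unadjusted p of 0.0602. The ABC transporter gene ABCG44 was 2.23-fold higher (unadjusted p = 0.00604) and the zinc transporter gene ZIP8, listed as OsZIP1 in the gene table, 2.13-fold (unadjusted p = 0.00578), and without +Glu replicate 2 their log2 fold changes were 0.92 (unadjusted p = 0.0662) and 0.89 (unadjusted p = 0.0721). Of 10 ABCG transporter genes, 4 had a positive and 6 a negative log2 fold change, and ABCG36 (2.61-fold, unadjusted p = 0.0233) was the other member past the 2-fold thresholds. The phloem sucrose transporter gene SUT4 was at 1.79-fold (unadjusted p = 0.0719), with the list of 4 sucrose transporters at a median log2 fold change of −0.19 and a mean of 0.030. Among 25 aquaporin genes the fold change ranged from 0.829 to 1.33, with a median log2 fold change of −0.0043 (0.026 after median centring, −0.30 without −N replicate 1 and 0.37 without −N replicate 2). With 1 array left out in turn, the median ranged from −0.21 to 0.25 over the ABCG transporters and from −0.36 to 0.11 over the sucrose transporters. None of these 3 lists, to which ASB1, RAMY3D and ZIP8 do not belong, was called by limma's camera test (adjusted p = 0.688 for ABCG transporters, 0.599 for sucrose transporters and 0.688 for aquaporins), and in each of them 0 genes passed an adjusted p under 0.05 over all genes or adjusted over the list alone (for ABCG transporters 2 genes had an unadjusted p under 0.05, for sucrose transporters 0 and for aquaporins 0).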

The functions of the early glutamate-responsive genes are very diverse. Of the 122 genes identified, at least 11 genes encode putative transcription factors. The *Os07g0589000* gene encodes a homolog of Arabidopsis LBD37 that is involved in the regulation of nitrogen response [35]. 

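CIGR2, a GRAS family gene, had an intensity of 485.4 ± 109 (SD, n = 2) in −N and 964.7 ± 43.3 (SD, n = 2) in +Glu, a 2.01-fold difference (unadjusted p = 0.00881, adjusted p = 0.735 from limma). It lay just past the 2-fold threshold. Its log2 fold change was 0.78 without −N replicate 1, 0.96 without +Glu replicate 2, and 0.94 when the deposited values were quantile-normalized.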

*CIGR2* (*Os07g0583600*), an elicitor-responsive gene, encodes a GRAS family protein that has been shown to suppress cell death in rice [36]. NAC5 (Os11g0184900), no apical meristem protein 5, is involved in abiotic stress responses [37–39]. 

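NAC5, listed as NAC071 in the gene table, had an intensity of 1249 ± 150 (SD, n = 2) in −N and 2616 ± 134 (SD, n = 2) in +Glu (2.10-fold, unadjusted p = 0.00393 and adjusted p = 0.723 from limma), and the log2 fold changes of its 3 probe sets ranged from 0.76 to 1.21; that of the probe set used was 0.95 without −N replicate 1. It belongs to a family of 8 measured NAC genes that was higher in +Glu as a group, with a median log2 fold change of 0.61 (camera adjusted p = 0.00528; adjusted p = 0.76 with an estimated correlation). Both +Glu arrays were above both −N arrays in 5 of the 8, among them NAC068 (1.93-fold) and NAC067 (1.80-fold). Interchangeable arrays would give this order by chance for 16.7%. The group was no longer called with an estimated correlation, without −N replicate 2 (median 0.35) or without NAC5 itself (median 0.56, camera adjusted p = 0.0667). The study chose NAC5 on these arrays, and the test without it was chosen after its values were seen. The 6 WRKY genes with a name had a median log2 fold change of 1.04 (camera adjusted p = 0.00104; adjusted p = 0.76 with an estimated correlation), and 5 of them had both +Glu arrays above both −N arrays. WRKY71 was at 2.12-fold (unadjusted p = 0.00601). WRKY76 (5.12-fold) and WRKY62 (3.85-fold) had larger fold changes with unadjusted p values of 0.126 and 0.128, and their −N replicates were far apart. WRKY76 was at 285.9 and 15.37 in −N and at 385.9 and 298.9 in +Glu. Without −N replicate 2 the WRKY median was 0.24, and the list was no longer called. The 10 ethylene-responsive and dehydration-responsive factor genes had a median log2 fold change of 0.086 (adjusted p = 0.688), with DREB1G (0.512-fold, unadjusted p = 0.0547) and DREB1B (0.527-fold, unadjusted p = 0.0535) lowest, and the 18 bZIP genes had a median of −0.076 (adjusted p = 0.343); with 1 array left out in turn these ranged from −0.022 to 0.24 and from −0.14 to 0.071. Over all genes 0 members of these 4 families passed an adjusted p under 0.05 from limma; adjusted over the list alone, 1 WRKY gene and 1 NAC gene, the latter NAC5, were higher and 0 genes of the others passed, against 2 WRKY, 2 NAC, 0 ethylene-responsive and 1 bZIP genes at an unadjusted p under 0.05.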

The expression of *Os04g0301500* (*basic helix-loop-helix 35, bHLH35*) is rapidly induced by jasmonate, and thus has been named *RERJ1* [40–42]. The other glutamate-responsive transcription factor genes include *Os09g0401000* (*MYB family protein*), *Os01g0705700* (*bHLH13*), *Os02g0764700* (*ERF109*), *Os11g0154500* (*NAC90*), *Os09g0455300* (*bHLH*, similar to *HECATE1*), *Os07g0119300* (*MYB family protein*), and *Os08g0386200* (*WRKY69*).

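Glutamate dehydrogenase 2 (GDH2), an enzyme that interconverts glutamate and 2-oxoglutarate, had the largest fold change of 9 measured enzymes of glutamate and glutamine metabolism. Its intensity was 394.9 ± 33.7 (SD, n = 2) in −N and 1082 ± 211 (SD, n = 2) in +Glu, a 2.72-fold difference (unadjusted p = 0.00157, adjusted p = 0.604 from limma), and its 3 probe sets had log2 fold changes from 0.37 to 1.44. The paralogs GDH1 (1.24-fold) and GDH3 (0.968-fold) had overlapping arrays in both groups. So did the glutamine synthetase genes GLN1-1 (0.951-fold) and GLN1-2 (0.797-fold) and the glutamate synthase gene Fd-GOGAT (0.889-fold), while GLN1-3 was at 1.36-fold with both +Glu arrays higher. Of the 9 measured enzymes 0 passed an adjusted p under 0.05 over all genes (1 at an unadjusted p under 0.05) and 1, GDH2, adjusted over the list alone, where its place in Table 1 means that this is not independent evidence. The median log2 fold change of the 9 was −0.047 and their mean 0.19, of opposite sign (camera adjusted p = 0.46, direction up), and the median was 0.0050 after quantile normalization, −0.35 without −N replicate 1, 0.40 without −N replicate 2, 0.16 without +Glu replicate 1 and −0.24 without +Glu replicate 2. Glutamate decarboxylase 1 was not matched by name and chromosome, so its values are not given. Of 12 genes of nitrate and ammonium uptake and reduction, the ammonium transporter gene AMT2-3 was highest at 1.98-fold (12.9 ± 0.622 in −N and 25.5 ± 3.34 in +Glu, SD, n = 2) and the nitrate transporter gene NRT2.3 lowest at 0.457-fold, with −N arrays at 327.1 and 1177. The median of these 12 was −0.085 (camera adjusted p = 0.795) over all arrays, and −0.76 (adjusted p = 0.00908) without −N replicate 1. It turned to 0.46 (adjusted p = 0.135) without −N replicate 2 and 0.24 (adjusted p = 0.682) without +Glu replicate 1, and the adjusted p was at most 0.949 over all alternatives. Of the 12, 0 passed an adjusted p under 0.05 from limma over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05.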

The expression of *Os03g0236200* (*glutamate decarboxylase 1*, *GDC1*) and *Os04g0543900* (*glutamate dehydrogenase 2*, *GDH2*) was rapidly induced by glutamate (Table 1). The enzymes encoded by these two genes are directly involved in glutamate metabolism. In addition to genes related to metabolism and transport, many genes involved in signal transduction, growth regulation, defense and stress responses were also rapidly induced by glutamate (Table 1). For instance, the expression of several genes encoding kinases, phosphatases, and calcium signaling related proteins was rapidly induced by glutamate (Table 1). 

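All 11 genes of Table 1 that could be matched by name and chromosome were higher in both +Glu arrays than in both −N arrays: the chitinase genes Cht8 and Cht6, OsGH3-8, OsGDH2, OsASB1, RAMY3D, OsABCG44, OsZIP8, OsNAC5, CIGR2 and MPK5. Of these, 10 were at least 2-fold higher with an unadjusted p under 0.05 from limma. No gene (0 of 11) passed an adjusted p under 0.05 over all 17905 genes and 11 of 11 passed when adjusted over the list alone. Since the study chose these genes on the same arrays, this is not independent evidence of their direction. The paper separately reports qRT-PCR, not analysed here, with all 122 genes of Table 1 induced above 2-fold. Without +Glu replicate 2, 6 genes were past the 2-fold thresholds and 5 passed over the list alone. With Student's t-test 7 of the 11 passed over the list alone. Without probe sets that can bind several transcripts 8 of the 11 genes were measured, and 7 of these 8 passed. Over all genes, 6 of the 11 passed the adjusted threshold without −N replicate 1 and 9 without −N replicate 2, where the single −N array was assumed to vary like the +Glu pair.

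**Figure D1:**
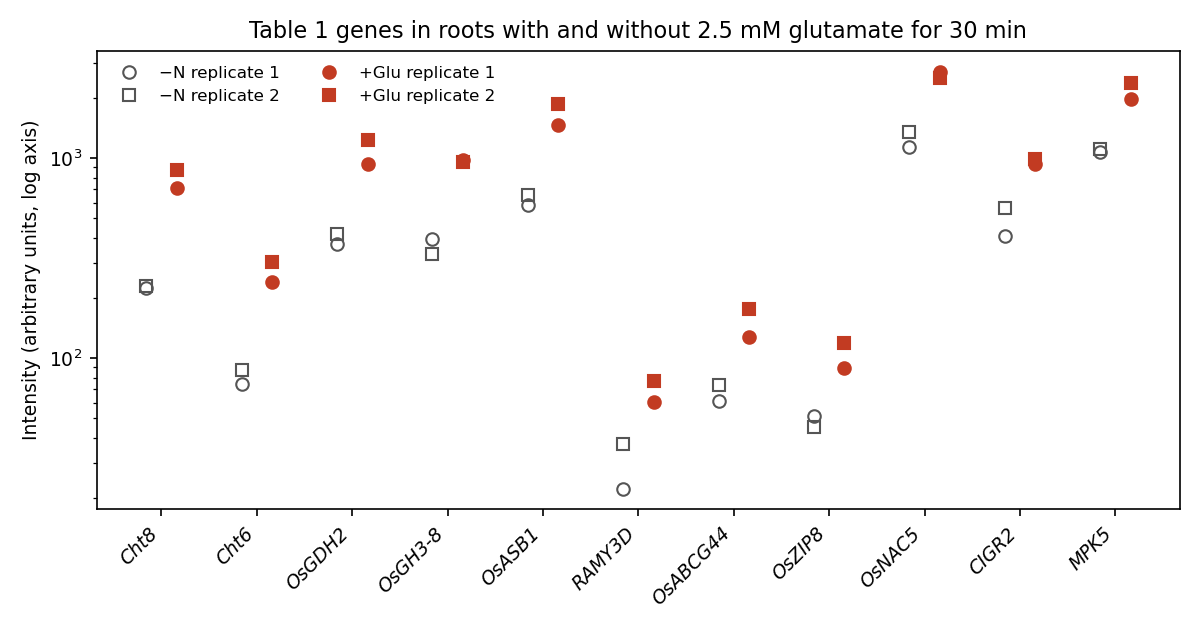
Intensity of the 11 matched Table 1 genes in the roots, on a log axis in arbitrary units, with 1 point per array: open grey symbols for −N, filled red symbols for +Glu, circles for replicate 1 and squares for replicate 2. In each gene both +Glu points lie above both −N points, from RAMY3D (22.3 and 37.4 in −N, 60.7 and 77.0 in +Glu) to OsNAC5 (1143 and 1355 in −N, 2711 and 2522 in +Glu).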

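Of 15 MAP kinase genes, 3 had both +Glu arrays above both −N arrays and 0 had both below. Of 56 protein phosphatase 2C genes 12 had both above and 4 below, and of 82 calcium signaling genes 22 and 15. Interchangeable arrays would give each order by chance for 16.7% of genes. In these 3 lists 0 genes passed an adjusted p under 0.05 from limma over all genes or adjusted over the list alone, against 1, 6 and 15 genes at an unadjusted p under 0.05. MPK5, a mitogen-activated protein kinase listed as BIMK1 in the gene table, had an intensity of 1093 ± 26.9 (SD, n = 2) in −N and 2174 ± 278 (SD, n = 2) in +Glu, a 1.98-fold difference (unadjusted p = 0.00564, adjusted p = 0.723 from limma), just under 2-fold; its log2 fold change was 1.01 without −N replicate 2, 1.12 without +Glu replicate 1 and 1.02 after median centring. The other 14 MAP kinase genes lay between 0.856-fold and 1.34-fold. Of the phosphatase genes, OsPP2C30 (2.46-fold, unadjusted p = 0.00272), OsPP2C32 (2.28-fold, unadjusted p = 0.00206) and PP2C68 (2.11-fold, unadjusted p = 0.0091) were past the 2-fold thresholds. Of the calcium signaling genes, the calcium ATPase gene ACA7, the calmodulin-like genes CML15 and CML31 (2.50-fold, unadjusted p = 0.0321) and the calcium-dependent kinase gene CPK4 (2.05-fold, unadjusted p = 0.0143) were past them, while CML10 (0.631-fold) and CML11 (0.630-fold) had both +Glu arrays lower. Table 1 also lists phosphatases 2C, calcium ATPases and a calcium-dependent kinase that were not matched by name. Some of the phosphatase and calcium signaling genes named here may therefore be genes that the study chose on these arrays. The intensity of ACA7 was 32.5 ± 8.27 (SD, n = 2) in −N and 117.8 ± 29.9 (SD, n = 2) in +Glu. The log2 fold change of CML15 was 2.29 without −N replicate 1 and 1.2 without −N replicate 2. The median log2 fold change was 0.082 over the MAP kinases, 0.035 over the phosphatases and 0.032 over the calcium signaling genes, with that of the phosphatases at −0.019 after quantile normalization (camera adjusted p = 0.365, 0.244 and 0.39). With 1 array left out in turn these medians ranged from −0.105 to 0.26, from −0.13 to 0.25 and from −0.17 to 0.20.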

The cell wall associated kinases (WAKs) may serve as pectin receptors to regulate plant growth and stress responses [43, 44]. Interestingly, glutamate rapidly induced the expression of several *WAK* genes (Table 1). The indole-3-acetic acid-amido synthetase OsGH3.8 functioning in auxin-dependent development can promote salicylate- and jasmonate-independent basal immunity in rice [45]. The expression of *OsGH3.8* (*Os07g0592600*) was rapidly and strongly induced by different concentrations of glutamate (Table 1, Additional file 1: Figure S3, no. 41). 

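OsGH3-8, which conjugates the auxin indole-3-acetic acid with amino acids, had an intensity of 363.4 ± 45.5 (SD, n = 2) in −N and 967.0 ± 13.7 (SD, n = 2) in +Glu at 2.5 mM, the dose on the arrays, a 2.67-fold difference (log2 fold change 1.42, standard error 0.22, unadjusted p = 0.00103 and adjusted p = 0.56 from limma). Leaving out 1 array in turn gave log2 fold changes from 1.29 to 1.55. Among the other 8 GH3 genes, GH3.5 was at 1.52-fold (unadjusted p = 0.0602) and GH3.6 at 0.677-fold (unadjusted p = 0.0708), and the median log2 fold change of all 9 was 0.10 (camera adjusted p = 0.39; −0.16 to 0.38 with 1 array left out in turn). OsGH3-8 was the only GH3 gene to pass an adjusted p under 0.05 over the list alone, and 0 passed over all genes; the study had chosen it on these arrays. The 26 Aux/IAA repressor genes, which respond to auxin, ranged from 0.665-fold to 1.43-fold, with a median log2 fold change of −0.04 (camera adjusted p = 0.39; −0.14 to 0.16 with 1 array left out in turn), 0 genes at an adjusted p under 0.05 over all genes or over the list alone and 0 at an unadjusted p under 0.05.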

Several defense-related genes such as *herbivore induced 13-lipoxygenase* (*HI-LOX*, *Os08g0508800*), *chitinase 6* (*Os02g0605900*) and *8* (*Os10g0542900*) were also rapidly induced by glutamate (Table 1).

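Interchangeable arrays would by chance put both +Glu arrays above both −N arrays in 16.7% of genes, and below in as many. Of 13 measured chitinase genes, 6 had both above and 1 had both below. Their median log2 fold change was 0.59 (camera adjusted p = 5.49e-06; adjusted p = 0.76 with an estimated correlation). The gene Cht8, listed as Cht2 in the gene table, had an intensity of 226.9 ± 2.69 (SD, n = 2) in −N and 789.7 ± 115 (SD, n = 2) in +Glu, a 3.46-fold difference (unadjusted p = 0.000358, adjusted p = 0.505 from limma), with its 3 probe sets at log2 fold changes from 0.026 to 1.79. Cht6 was at 80.9 ± 8.82 (SD, n = 2) in −N and 271.2 ± 44.6 (SD, n = 2) in +Glu, a 3.34-fold difference (unadjusted p = 0.000569, adjusted p = 0.505). Of the other 11 measured chitinases, Cht11 was 2.57-fold higher (unadjusted p = 0.00383), a chitinase gene on chromosome 11 was 3.09-fold higher (unadjusted p = 0.00368), and Cht1 (0.869-fold) had the lowest fold change. Over all genes 0 of the 13 passed an adjusted p under 0.05; adjusted over the list alone 5 were higher and 0 lower, and 6 had an unadjusted p under 0.05. At the preset correlation, camera's adjusted p for the 13 ran from 3.86e-09 to 0.00843 over the alternatives. Their median was 0.054 without −N replicate 1, 0.94 without −N replicate 2 and 0.21 without +Glu replicate 2. It was 1.14 among genes with a mean log2 of at least 5 and 0.35 without probe sets that can bind several transcripts. Without Cht8 and Cht6, which the study chose on these arrays, it was 0.12 (adjusted p = 0.00843), a test chosen after the values were seen. HI-LOX and the acidic endochitinase of Table 1 were not matched by name and chromosome, so the latter may be among the other 11 chitinases. HI-LOX, CM-LOX1 and CM-LOX2 all lie on chromosome 8. Either CM-LOX gene may therefore be HI-LOX, which the study chose on these arrays. The lipoxygenase gene CM-LOX1 was at 23.0 ± 2.33 (SD, n = 2) in −N and 104.9 ± 10.4 (SD, n = 2) in +Glu (unadjusted p = 0.000126 and adjusted p = 0.505 from limma). Its log2 fold change was 2.09 to 2.29 with 1 array left out in turn. The lipoxygenase gene CM-LOX2 was at 75.7 ± 45.0 (SD, n = 2) in −N and 274.4 ± 29.9 (SD, n = 2) in +Glu (unadjusted p = 0.00564 and adjusted p = 0.723 from limma), with a log2 fold change of 2.64 without −N replicate 1 and 1.35 without −N replicate 2.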

### Regulation of early glutamate-responsive genes by different concentrations of glutamate

To verify the microarray data, total RNA extracted from 17-day-old rice seedlings treated with 0–5 mM glutamate for 30 min was used for qRT-PCR analysis. We were able to confirm that glutamate (2.5 mM, 30 min) could induce the expression of 122 genes for more than 2-fold as compared to the untreated control. The effects of different concentrations of glutamate on the expression of these genes are shown in Fig. 4 and Additional file 1: Figure S3. In addition to verifying the microarray data, the results could also reveal the sensitivity and dosage dependence of these genes to glutamate. For instance, the expression of *Os09g0401000* (*MYB family protein*), *Os04g0301500* (*bHLH35*) and *Os02g0764700* (*ERF109*) was very sensitive to glutamate as treatment of 0.1 mM glutamate for 30 min resulted in greater than 5-fold induction in these genes as compared to the untreated control (Fig. 4). The other genes that are sensitive to glutamate induction include *Os03g0236200* (*GDC1*), *Os01g0705200* (*late embryogenesis abundant protein*), *Os12g0181500* (*amino acid permease 3*), *Os02g0687200* (*unknown*), *Os07g0592600* (*OsGH3.8*), *Os01g0720400* (*inorganic pyrophosphatase 1*), *Os11g0474533* (*unknown*), *Os02g0627100* (*phenylalanine ammonia-lyase*), and *Os09g0482800* (*EF-hand domain containing protein*). The expression of these genes was strongly induced by 0.1 mM glutamate and stayed at high levels (>5-fold) or continued to increase when treated with higher concentrations of glutamate as compared to the untreated control (Additional file 1: Figure S3).

**Fig. 4:**
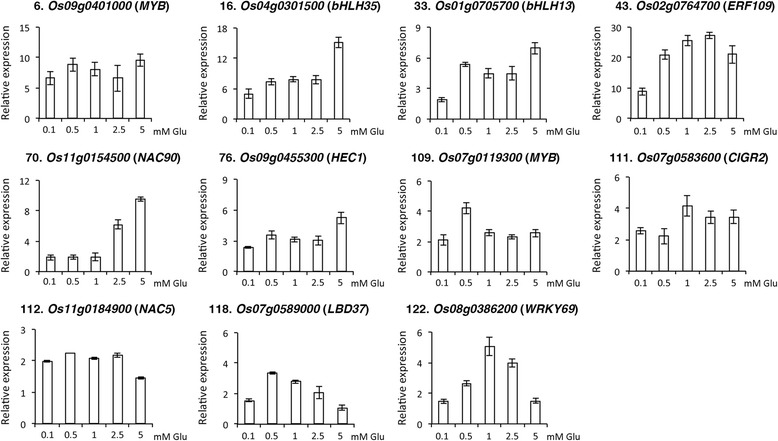
Regulation of glutamate-responsive transcription factor genes by different concentrations of glutamate. 17-day-old nitrogen-starved rice seedlings were transferred to hydroponics containing 0, 0.1, 0.5, 1, 2.5 and 5 mM glutamate for 30 min. Total RNA extracted from roots was used for qRT-PCR to analyze the expression of 11 glutamate-responsive transcription factor genes. The number of each gene corresponds to the number in Table 1. Relative expression indicates the fold-change of each gene as compared to that of control

### Regulation of glutamate-responsive transcription factor genes by different nitrogen

To further examine if the response was specific to glutamate, we compared the effects of glutamate, glutamine, and ammonium nitrate on the expression of 11 glutamate-responsive transcription factor genes. Total RNA extracted from nitrogen-starved rice seedlings treated with 2.5 mM glutamate, glutamine, or 1.43 mM ammonium nitrate for 15 min to 24 h was used for qRT-PCR analysis. The results revealed that glutamine and ammonium nitrate could rapidly induce the expression of many glutamate-responsive transcription factor genes in the roots (Fig. 5). Among these transcription factor genes, the expression of *bHLH35* (*Os04g0301500*) was rapidly and strongly induced by glutamate (~90-fold, 15 min; ~160-fold, 30 min; ~230-fold, 1 h) but was not or only slightly induced by glutamine and ammonium nitrate (Fig. 5a). The expression of *MYB* (*Os09g0401000*), *bHLH13* (*Os01g0705700*) and *NAC90* (*Os11g0154500*) was preferentially induced by glutamate within 15–30 min of treatments (Fig. 5a). By contrast, the expression of another *MYB* (*Os07g0119300*) was rapidly and preferentially induced by ammonium nitrate (Fig. 5b). The expression of *CIGR2* (*Os07g0583600*) was strongly induced by ammonium nitrate after treatment for 30 min (Fig. 5b). Although the expression of *NAC5* (*Os11g0184900*) and *WRKY69* (*Os08g0386200*) was induced by all nitrogen treatments, ammonium nitrate seemed to have stronger effects on the induction of these genes (Fig. 5b). While ammonium nitrate had little effect on the induction of *ERF109* (*Os02g0764700*), glutamate and glutamine rapidly and strongly induced the expression of *ERF109* (Fig. 5c). The expression of *HEC1* (*Os09g0455300*) and *LBD37* (*Os07g0589000*) was preferentially induced by glutamine (Fig. 5c).

**Fig. 5:**
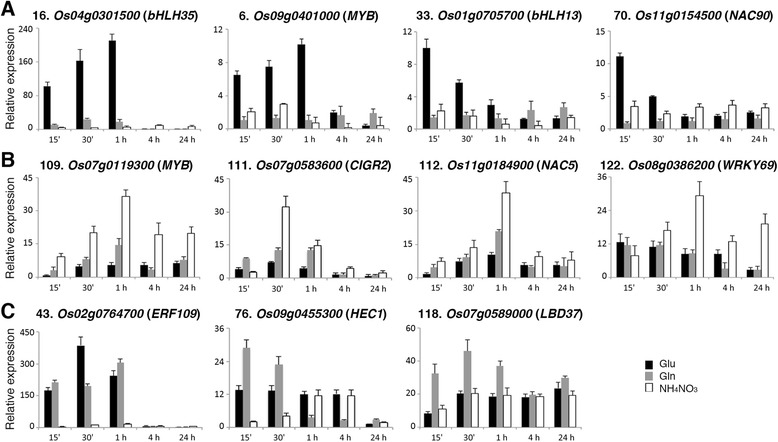
Effects of glutamine and NH_4_NO_3_ on the expression of glutamate-responsive transcription factor genes *bHLH35*, *MYB* (*Os09g0401000*), *bHLH13*, *NAC90* (**a**), *MYB* (*Os07g0119300*), *CIGR2*, *NAC5*, *WRKY69* (**b**), *ERF109*, ﻿*HEC1* and *LBD37* (**c**). 17-day-old nitrogen-starved rice seedlings were transferred to hydroponics containing 2.5 mM glutamate, glutamine, or 1.43 mM NH_4_NO_3_ for 0, 15 min, 30 min, 1, 4, and 24 h. Total RNA extracted from roots was used for qRT-PCR to analyze the expression of 11 glutamate-responsive transcription factor genes. The number of each gene corresponds to the number in Table 1. Relative expression indicates the fold-change of each gene as compared to that of control

### Identification of genes that are specifically induced by glutamate

The discovery that the expression of *bHLH35* (*Os04g0301500*), *MYB* (*Os09g0401000*), *bHLH13* (*Os01g0705700*) and *NAC90* (*Os11g0154500*) was specifically or preferentially induced by glutamate prompted us to examine the expression of the other 111 glutamate-responsive genes under glutamate, glutamine and ammonium nitrate time course treatments. The expression of many glutamate-responsive genes was also rapidly induced by glutamine and ammonium nitrate as compared with that of nitrogen-starved rice seedlings (Additional file 1: Figure S4). However, the expression patterns and the amounts of transcripts accumulated in response to different nitrogen sources varied from gene to gene. Of the additional 111 genes examined, the expression of at least 12 genes was strongly and preferentially induced by glutamate (Fig. 6). Interestingly, except the unknown function genes, most of the genes preferentially induced by glutamate, e.g. *Os08g0508800* (*HI-LOX*), *Os01g0666000* (*lipid phosphate phosphatase 2*), *Os10g0542900* (*chitinase 8*), *Os09g0471800* (*WAK 85*), *Os03g0203700* (*calcium transporting ATPase 2*), *Os12g0198200* (*phosphatase 2C*), are related to signal transduction or defense responses (Fig. 6a).

**Fig. 6:**
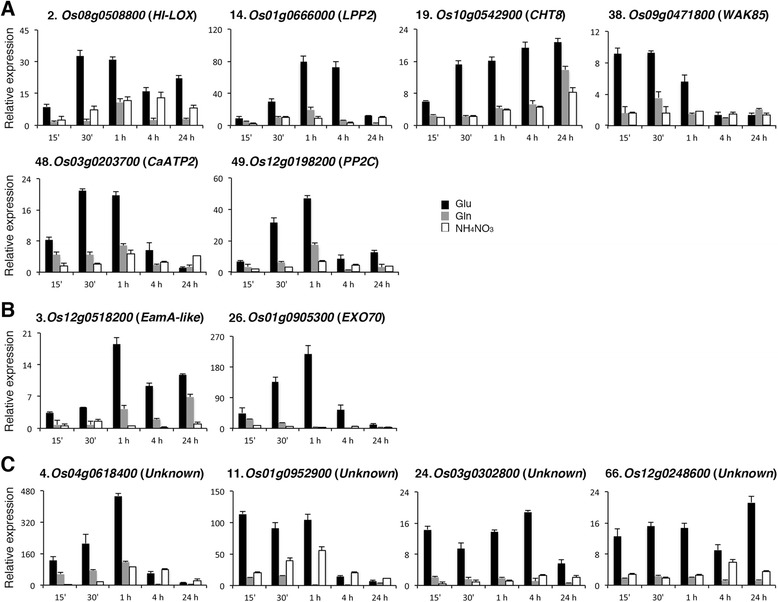
qRT-PCR analyses of genes that are specifically or preferentially induced by glutamate. 17-day-old rice seedlings grown in hydroponics without nitrogen were subsequently transferred to medium containing 2.5 mM glutamate, glutamine, or 1.43 mM NH_4_NO_3_ for 0, 15 min, 30 min, 1, 4, and 24 h. Total RNA extracted from roots was used for qRT-PCR to analyze the expression of *Os08g0508800* (*herbivore induced 13-lipoxygenase, HI-LOX*), *Os01g0666000* (*lipid phosphate phosphatase 2, LPP2*), *Os10g0542900* (*chitinase 8, CHT8*), *Os09g0471800* (*wall associated kinase 85, WAK85*), *Os03g0203700* (*calcium transporting ATPase 2, CaATP2*), *Os12g0198200* (*phosphatase 2C, PP2C*) (**a**), *Os12g0518200* (*EamA-like transporter*), *Os01g0905300* (*exocyst 70 subunit, EXO70*) (**b**), and four unknown function genes *Os04g0618400*, *Os01g0952900*, *Os03g0302800* and *Os12g0248600* (**c**). The number of each gene corresponds to the number in Table 1. Relative expression indicates the fold-change of each gene as compared to that of control

The expression of *Os12g0518200* (*EamA-like transporter*) and *Os01g0905300* (*exocyst 70 subunit*) was rapidly and preferentially induced by glutamate (Fig. 6b). The functions of these two genes are related to transport and secretion. The expression of at least 4 unknown function genes, e.g. *Os04g0618400*, *Os01g0952900*, *Os03g0302800* and *Os12g0248600*, was specifically or preferentially induced by glutamate (Fig. 6c).

### Glutamate rapidly induces the expression of *GDC1*

It is interesting that the expression of *Os03g0236200* (*GDC1*) has the strongest induction (9.6-fold) by glutamate in the microarray analysis (Table 1). 

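Over the 17905 genes on the arrays, the largest fold change was 9.61, at LOC4332184 on chromosome 3, a gene that carries only a placeholder name in the gene table and was not identified further. Its intensity was 164.0 ± 53.0 (SD, n = 2) in −N and 1543 ± 236 (SD, n = 2) in +Glu, a log2 fold change of 3.27 (standard error 0.31, unadjusted p = 7.79e-05 and adjusted p = 0.505 from limma). Among genes at least 2-fold higher with an unadjusted p under 0.05, the 10 with the largest fold changes carry placeholder names and ranged from 5.02-fold to 9.61-fold. Leaving out 1 array in turn gave log2 fold changes of LOC4332184 from 2.93 to 3.60. The next largest, LOC4325299 on chromosome 1, was 9.00-fold higher, with −N arrays at 202.6 and 23.84, and its log2 fold change was 4.71 without −N replicate 1 and 1.63 without −N replicate 2. GDC1 itself was not matched by name and chromosome.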

Treatment of different concentrations of glutamate (0.1-5 mM, 30 min) revealed that the expression of *GDC1* was very sensitive to glutamate as treatment of 0.1 mM glutamate already significantly induced the expression of *GDC1* (5.8-fold) as compared to the untreated control in the roots (Fig. 7a). Furthermore, the effect of glutamate on the induction of *GDC1* is dosage dependent, e.g. the induction is stronger as the concentration of glutamate increases (Fig. 7a). In addition, the results of glutamate time course treatments revealed that glutamate rapidly and strongly induced the expression of *GDC1* (Fig. 7b). The amount of *GDC1* transcripts increased approximately 20–30 folds after 0.5-1 h of 2.5 mM glutamate treatment as compared to the levels of the untreated control (Fig. 7b). The function of GDC is to convert glutamate to GABA. To further examine if the induction of *GDC1* might contribute to the accumulation of GABA, we measured the amount of GABA in the seedlings during the time course of glutamate treatment. In contrast to the rapid induction of the *GDC1* gene, the content of GABA did not increase significantly after 0.25 to 8 h of glutamate treatments as compared to the levels of the untreated control in the roots. The amount of GABA increased significantly (~5-7 folds) until 16 to 24 h of glutamate treatments (Fig. 7c).

**Fig. 7:**
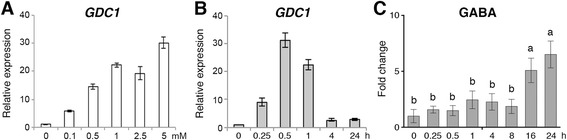
Effects of glutamate on the expression of *GDC1* and accumulation of GABA. qRT-PCR analysis of *GDC1* from roots of 17-day-old rice seedlings treated with different concentrations of glutamate for 30 min (**a**), or treated with 2.5 mM glutamate for 0.25-24 h (**b**). Relative expression indicates the fold-change of each gene as compared to that of control. **c** The amounts of GABA in the roots. 17-day-old nitrogen-starved rice seedlings were transferred to hydroponics containing 2.5 mM glutamate for 24 h. The amounts of GABA in the roots were measured during the time course of glutamate treatments. Fold change indicates the relative amount of GABA compared to that of control (0 h). Data are means ± SD (*n* = 4). Different letters indicate significant differences between treatments, tested by one-way ANOVA followed by Tukey’s test (*P* < 0.05)

## Discussion

### Nutritional effect of glutamate on rice

Although glutamate and glutamine are closely related, exogenous glutamine appears to be more effective than glutamate in supporting rice seedling growth. We previously showed that supplementation of 0.1 mM glutamine could significantly improve the growth of rice seedlings in hydroponics [33]. Here, we demonstrated that feeding of 0.1 mM glutamate had little effect and supplementation of 0.5 mM glutamate could significantly enhance rice seedling growth comparable to that of 0.1 mM glutamine (Fig. 1) [33]. The optimal concentration of exogenous glutamate to support rice seedling growth is around 0.5-1 mM. When the supplemented glutamate exceeds this amount, the excess glutamate will inhibit the growth of rice seedlings. Together, these results support the notion that glutamate can serve as a nitrogen nutrient, but it is not as effective as ammonium nitrate or glutamine.

As leaf nitrogen content and chlorophyll concentration are closely linked, the level of leaf chlorophyll is commonly used as an indicator of endogenous nitrogen status. The chlorophyll contents in rice seedlings grown in 2.5-10 mM glutamate were similar to those grown in ammonium nitrate. These results suggest that the rice seedlings grown in 2.5-10 mM glutamate can efficiently synthesize chlorophylls and do not have symptoms of nitrogen deficiency. Thus, the inhibitory effects of 2.5-10 mM glutamate on the growth of rice seedling are likely caused by over nutrition or glutamate toxicity, rather than nitrogen deficiency.

We previously showed that glutamine could be rapidly taken up by nitrogen-starved rice seedlings and was almost used up in hydroponics after 24 h of feeding [33]. Here, we performed a similar experiment and found that nitrogen-starved rice seedlings could not consume glutamate as effectively as glutamine. After feeding of glutamate to nitrogen-starved rice seedlings for 24 h, approximately 50% of the supplemented glutamate was still left in the growth medium (Fig. 2a). These results suggest that rice seedlings may have different mechanisms to absorb glutamine and glutamate. In Arabidopsis, four amino acid transporters, e.g. AAP1, AAP5, ProT2, and LHT1, have been shown to play a role in amino acid uptake by the root [46]. By contrast, amino acid transporters have been rarely studied in monocots [47]. Recently, analysis of rice amino acid permeases reveals that OsAAP1, OsAAP7 and OsAAP16 function as general amino acid permeases and transport all amino acids well except aspartate and β-alanine, whereas OsAAP3 has a distinct substrate specificity that prefers neutral and basic amino acids [48]. Interestingly, these rice AAPs all have better specificity to glutamine than glutamate [48]. It is likely that rice roots may have a more efficient transport system to take up glutamine than glutamate, which is consistent with our hydroponic feeding results.

### Glutamate homeostasis in rice seedlings

Glutamate is the most abundant free amino acid in nitrogen-starved rice seedlings (Additional file 1: Figure S2). Interestingly, feeding of 2.5 mM glutamate to nitrogen-starved rice seedlings did not significantly increase the amount of endogenous glutamate within the first hour. The glutamate content increased to approximately 2.5-fold of control after 4–24 h of feeding, which are relatively small as compared to those of glutamine (~10-fold) and GABA (~7-fold), two nitrogen-containing compounds directly linked to glutamate metabolism. Asparagine is a relative inert amino acid. Levels of asparagine increased to ~ 20-fold of control after 24 h of glutamate feeding. Asparagine and glutamine have high nitrogen to carbon ratios that play important roles in nitrogen storage and transport in plants. The accumulation of these amino acids indicates that the rice seedlings are not deficient of nitrogen after several hours of glutamate feeding.

We previously showed that feeding of glutamine to nitrogen-starved rice seedlings resulted in rapid and dramatic accumulation of glutamine, but not glutamate, in the roots [33]. Here, we demonstrated that feeding of glutamate also resulted in dramatic increases of glutamine, but not glutamate. These results suggest that glutamate, a very active amino acid, either directly absorbed from the environment or derived from glutamine, will be quickly metabolized to other nitrogen-containing compounds in plants. In addition to its critical role in metabolism, glutamate may also function as a signaling molecule to regulate plant growth and development. Thus, it is important for plants to maintain the homeostasis of glutamate as dramatic fluctuations of glutamate may have detrimental effects on plant metabolism, growth and development. It is not clear how plants maintain the homeostasis of glutamate. The rapid induction of glutamate metabolic genes such as *GDC1* (*Os03g0236200*) and *GDH2* (*Os04g0543900*) observed in this study may represent one of the strategies to maintain glutamate homeostasis. Still, other mechanisms involved in the regulation of glutamate homeostasis have yet to be uncovered in plants.

### Glutamate can trigger an elicitor-like response in plants

It is unexpected that many genes related to defense responses are rapidly induced by glutamate. For instance, the elicitor-responsive gene *CIGR2* encodes a transcriptional activator that is involved in hypersensitive response during pathogen infection [36]. The JA responsive gene *bHLH35* (*RERJ1*) is involved in disease resistance and drought tolerance [41, 49]. Herbivore-induced 13-lipoxygenase (OsHI-LOX) has been demonstrated to be involved in defense response [50]. The indole-3-acetic acid–amido synthetase GH3.8 is involved in salicylate- and jasmonate-independent basal immunity in rice [45]. Several wall-associated kinases are involved in basal defense against rice blast fungus [44]. Glutamate rapidly induced the expression of *CIGR2*, *OsHI-LOX*, *OsGH3.8*, *WAKs* and defense-related genes encoding trypsin inhibitor, xylanase inhibitor, aspartic proteinase, subtilisin-like protease, chitinase, and disease-related receptor-like protein kinases (Table 1). Glutamate also rapidly induced the expression of stress-related genes encoding late embryogenesis abundant (LEA) protein, E3 ubiquitin-protein ligase, heavy metal transport domain-containing protein, MATE efflux protein, phytocyanin, and glycosyl hydrolase (Table 1). The rapid induction of these defense- and stress-related genes suggests that glutamate may trigger an elicitor-like response in rice seedlings.

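Genes of jasmonate synthesis and JAZ repressors are themselves induced by jasmonate. Of 20 such genes, 18 had a positive log2 fold change in the roots after 30 min of glutamate. In 15 of the 20 both +Glu arrays were above both −N arrays, against 16.7% by chance for interchangeable arrays. Their median log2 fold change was 0.55 (camera adjusted p = 5.12e-08; adjusted p = 0.76 with an estimated correlation), and 0.52 with an adjusted p of 0.0855 without −N replicate 2, the highest over the other settings, against a lowest of 3.16e-12. JAZ13 was at 264.0 ± 76.8 (SD, n = 2) in −N and 791.6 ± 82.4 (SD, n = 2) in +Glu, a 3.06-fold difference (unadjusted p = 0.00183, adjusted p = 0.628 from limma). JAZ9 (2.82-fold, unadjusted p = 0.0233), JAZ5 (2.46-fold, unadjusted p = 0.0301) and JAZ11 (2.26-fold, unadjusted p = 0.0261) followed, and the allene oxide synthase gene AOS, of jasmonate synthesis, was at 2.06-fold (unadjusted p = 0.00575). AOS4 was at 0.475-fold (unadjusted p = 0.0978), with both +Glu arrays lower. Over all genes 0 of the 20 passed an adjusted p under 0.05; adjusted over the list alone 1 did, and 8 had an unadjusted p under 0.05. The phenylalanine ammonia-lyase gene PAL06, of the entry step to phenolic defense compounds, was 2.14-fold higher (unadjusted p = 0.00309 from limma), while a gene named PAL was at 0.98-fold. Table 1 lists a phenylalanine ammonia-lyase that was not matched by name, so PAL06 may be a gene that the study chose on these arrays. The lists of glutathione S-transferases, heat shock proteins and metallothioneins were not called: 6 glutathione S-transferase genes had a median of 0.32 (camera adjusted p = 0.0564, and from 0.0196 to 0.656 over the alternatives, with 0.0242 without −N replicate 1 and 0.0418 after quantile normalization), 23 heat shock protein genes a median of 0.039 (adjusted p = 0.343; −0.135 to 0.26 with 1 array left out in turn), and 7 metallothionein genes a median of −0.13 (adjusted p = 0.297; median 0 after quantile normalization). The pathogenesis-related gene PBZ1 was at 1.19-fold (unadjusted p = 0.414), and the peroxidase genes PRX112 and PRX74 were at 1.01-fold and 0.542-fold with overlapping arrays. Both +Glu arrays were above both −N arrays in 4, 6 and 1 of these glutathione S-transferase, heat shock and metallothionein genes and below them in 0, 0 and 4. Of the same genes 0 passed an adjusted p under 0.05 over all genes or over the list alone, against 1, 2 and 1 at an unadjusted p under 0.05. From the rapid induction of the defense- and stress-related genes of Table 1, the paper proposes that glutamate may trigger an elicitor-like response in rice seedlings.

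**Figure D2:**
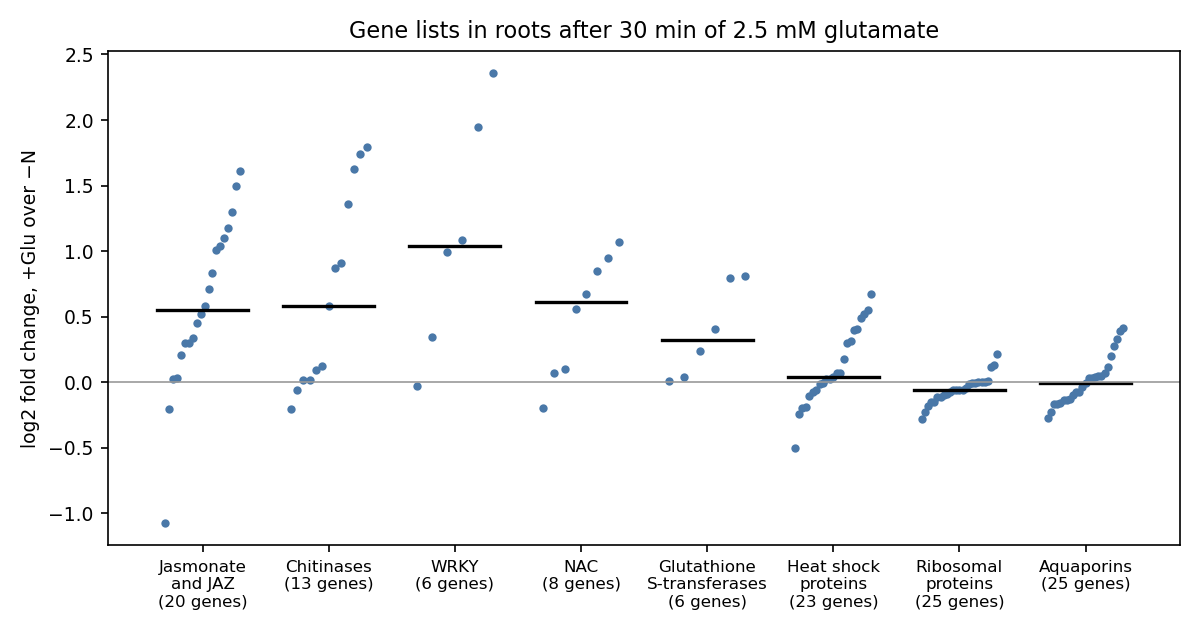
Log2 fold change (+Glu over −N) of each measured member of 8 gene lists, 1 point per gene in rising order within a list, with a black line at the list's median. The medians are 0.55 for jasmonate and JAZ genes, 0.59 for chitinases, 1.04 for WRKY and 0.61 for NAC genes, and lie between −0.059 and 0.039 for heat shock proteins, ribosomal proteins and aquaporins (aquaporins 0.026 after median centring).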

Interestingly, exogenous glutamate has been shown to induce systemic disease resistance in rice [26]. It is conceivable that glutamate may have a role similar to an elicitor or the exogenous glutamate may affect the cell wall and triggers an elicitor-like response in the plant cell. Glutamate or changes in the cell wall caused by exogenous glutamate may be perceived by receptor or sensor proteins located on the cell surface, which in turn transmit the signal to the nucleus to regulate the expression of defense-related genes. Alternatively, the endogenous glutamate or metabolites derived from glutamate may be directly involved in the regulation of defense-related genes.

In addition to defense and stress-related genes, glutamate also rapidly induced the expression of genes involved in metabolism, transport, growth and signal transduction.

Some of the early glutamate-responsive genes encode membrane/wall receptors, transporters, calcium signaling proteins, protein kinases/phosphatases, and transcription factors (Table 1, Additional file 1: Table S2), which may be involved in glutamate sensing and signaling in rice roots. Although the expression of glutamate receptor genes is not rapidly induced by glutamate (Additional file 1: Table S5), we cannot exclude the possibility that the glutamate signaling pathways are mediated by GLRs to regulate gene expression in rice roots. 

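Of the 13 glutamate receptor genes of Table S5, GLR3.1 could be matched by name and chromosome. Its intensity was 306.0 ± 64.3 (SD, n = 2) in −N and 332.6 ± 79.1 (SD, n = 2) in +Glu, with the arrays of both groups overlapping. The log2 fold change was 0.12 (95% confidence interval −0.61 to 0.84, unadjusted p = 0.703 from limma), and that of its other probe set was 0.093. The interval includes differences in both directions, and the log2 fold change was −0.10 without −N replicate 1 and −0.13 without +Glu replicate 2. The other 12 receptor genes are not reported here.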

Still, glutamate may employ its signaling functions through GLR independent pathways. Some of the early glutamate-responsive genes identified in this study may be involved in the GLR dependent or independent pathways.

### Interactions between glutamate and glutamine signaling pathways

Glutamate and glutamine are closely related in structure and metabolism. Although glutamine is more effective in serving as a nitrogen nutrient, glutamate has more profound effects on the regulation of gene expression in rice seedlings. Glutamine rapidly induces the expression of ~35 genes [33], whereas glutamate induces the expression of at least 122 genes in rice roots. Some of the glutamate-induced genes are specifically related to glutamate metabolism and transport. For instance, the expression of *GDH2* and several transporter genes is induced by glutamate (Table 1). Glutamine induces the expression of *glutamine dumper* genes [33], which are not induced by glutamate. An unexpected common theme is that both glutamate and glutamine rapidly induce the expression of stress response genes. Glutamate, in particular, affects more genes related to defense function. Further studies on this newly emerging theme, e.g. amino acids and defense response, promise to provide new insights into the molecular mechanism of amino acid signaling in plants.

Still, the microarray data revealed that glutamate and glutamine commonly induced the expression of 17 genes (Table 1). Most of the commonly induced genes are not directly involved in metabolism. Interestingly, 5 of the 17 commonly induced genes encode putative transcription factors, e.g. bHLH35 (Os04g0301500), MYB (Os07g0119300), NAC5 (Os11g0184900), LBD37-like (Os07g0589000), and WRKY69 (Os08g0386200). It is possible that glutamate and glutamine may share some components in the signaling pathways to regulate plant growth and stress responses. Alternatively, some of the glutamate effects may be indirectly caused by glutamine as treatment of exogenous glutamate rapidly and significantly increases the amount of endogenous glutamine. Nevertheless, we have identified several genes that are specifically or preferentially induced by glutamate (Figs. 5, 6 and Additional file 1: Figure S4). These genes can be used to dissect the molecular mechanism of glutamate signaling and regulation of gene expression in the future.

### Significance of exogenous glutamate treatment

Nitrate and ammonium have been considered as the dominant nitrogen sources for plants and research on plant nitrogen nutrition has thus heavily focused on these inorganic nitrogen forms. One of the reasons that drives many researchers to study the effects of nitrate and ammonium on plants is the use of inorganic nitrogen fertilizers in agriculture. In fact, organic and inorganic nitrogen sources coexist in the ecosystem, and plants can use a diverse array of nitrogen forms, including amino acids, present in the soil [51]. It has been shown that Arabidopsis roots can take up amino acids at naturally occurring concentrations from agricultural soil [52, 53]. Under natural conditions, decomposing organic matters including plant and animal tissues may result in organic nitrogen-rich patches in the soil. Although glutamate concentrations are normally low (<10 μM) in bulk soil solutions [54], high concentrations of glutamate may routinely occur in organic nitrogen-rich patches as plant and animal tissues contain free glutamate at millimolar levels [55, 56]. The concentrations of apoplastic glutamate has been reported in the range of 0.3-1.3 mM in a variety of tissues and plant species [57–61]. Interestingly, some of the glutamate-responsive genes identified here can be rapidly induced (30 min) by exogenous glutamate at a relatively low concentration (0.1 mM). These results suggest that the signaling role of glutamate in the regulation of gene expression may occur *in planta*.

## Conclusion

Glutamate is a very active amino acid that occupies a central position in the primary metabolism in plants. Here, we show that glutamate, the most abundant amino acid in nitrogen-starved rice seedlings, may play a role in plant nutrition and function as a signaling molecule to regulate gene expression. In addition to genes involved in metabolism, transport, growth and signal transduction, glutamate rapidly induces the expression of genes related defense and stress responses. The elicitor-like response triggered by glutamate may partly explain the effect of exogenous glutamate on the induction of disease resistance in rice. The nutritional effects and the diverse functions of early glutamate-responsive genes support the notion that glutamate is an important metabolic fuel and a functional amino acid in plants.

## Methods

### Plant material and growth conditions

Rice (*Oryza sativa* L. ssp. Japonica cv. TNG67) seeds were germinated in darkness at 30 °C for 3 days. The etiolated rice seedlings were cultured in hydroponic solutions [62] containing modified nitrogen sources, with (+N) or without (−N) 1.43 mM NH_4_NO_3_, or supplemented with 0.1-10 mM glutamate, in a controlled growth chamber at 30 °C under a 12-h light/12-h dark photoperiod with 200 μmol photons m^−2^ s^−1^ light intensity and 70% relative humidity for 2 weeks. The hydroponic solution was renewed every 3 days in all experiments. The hydroponic solution recommended by The International Rice Research Institute contains 1.43 mM NH_4_NO_3_ [62], which was used as a control (+N) in all experiments conducted in this study.

### Measurement of chlorophyll content

The Chlorophyll Content Meter (CCM-300, Opti-sciences, NH, USA) was used to measure the amount of chlorophyll in leaves of 17-day-old rice seedlings grown in hydroponic solutions + N, −N, or supplemented with 0.1-10 mM glutamate as the sole nitrogen source.

### RNA isolation and microarray analysis

Total RNA extracted from roots and shoots of 17-day-old rice seedlings grown in hydroponic solution -N or +2.5 mM glutamate for 30 min was used for microarray analysis with the GeneChip Rice Genome Array (Affymetrix, Santa Clara, CA, USA). The method for total RNA isolation was as described previously [63]. RNA samples from two biological repeats were used for the microarray experiment conducted by the Affymetrix Gene Expression Service Lab at Academia Sinica, Taipei, Taiwan (http://ipmb.sinica.edu.tw/affy/). Target preparation, hybridization, washes, staining, array scanning, and data analysis were performed as described [33]. Two-fold cutoff and a *P*-value less than 0.05 were applied to select for up- and down-regulated genes after 2.5 mM Glu treatment for 30 min. AgriGO [64] was used to perform the gene ontology (GO) analysis of 122 glutamate up-regulated genes compared with the genome-wide background with an adjusted *p*-value (False Discovery Rate, FDR) cutoff of 0.05. The GO categories consisting of three structured networks, e.g. biological process, cellular component and molecular function, of defined terms were derived from Gene Ontology (www.geneontology.org). Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of 122 glutamate up-regulated genes was performed using BlastKOALA (http://www.kegg.jp/blastkoala/). A web-based program EXPath (http://expath.itps.ncku.edu.tw/enrichment/rice/enrichment_analysis.php) was used to analyze KEGG pathway enrichment with the thresholds of *P*-value < 0.05 [65].

### Quantitative RT-PCR analysis of glutamate-responsive genes

To examine the effect of different glutamate concentrations on the expression of glutamate-responsive genes, 17-day-old rice seedlings grown in –N hydroponics were transferred to solutions containing 0–5 mM glutamate for 30 min. For the time course experiment with different nitrogen treatments, 17-day-old rice seedlings grown in –N hydroponics were transferred to solutions containing 2.5 mM glutamate, glutamine, or 1.43 mM NH_4_NO_3_ for 0–24 h. Total RNA extracted from roots of glutamate-treated rice seedlings was digested with DNase I and used for qRT-PCR analysis. All of the quantifications were normalized to the nuclear gene *UBC3* (*Os02g0634800*). The primers used for qRT-PCR analysis are listed in Additional file 1: Table S6. The qRT-PCRs were performed in triplicate for each sample in three independent experiments.

### Amino acid and GABA analysis

For amino acid and GABA analysis, 17-day-old rice seedlings grown in -N hydroponics were transferred to fresh -N or -N supplemented with 2.5 mM glutamate for 30 min or the indicated time. Roots and shoots were harvested separately amino acid extraction. The method for amino acid extraction was described previously [33]. Amino acid samples from four biological repeats were analyzed using the Waters Acquity UPLC system equipped with a Waters AccQ•Tag Ultra column (2.1 mm × 10 mm, 1.7 μm particles) as described [33].

## Additional file

Additional file 1: Figure S1. Glutamate is a precursor for many important molecules in plants. **Figure S2.** Amino acid contents of 17-day-old rice seedlings. **Figure S3.** Regulation of glutamate-responsive genes by different concentrations of glutamate. **Figure S4.** Effects of different nitrogen treatments on the expression of glutamate-responsive genes. **Table S1.** Effects of exogenous glutamate treatment on endogenous amino acid content in rice roots. **Table S2.** List of glutamate up-regulated genes in representative functional categories derived from gene ontology (GO) enrichment analysis. **Table S3.** KEGG analysis of glutamate up-regulated genes in rice roots. **Table S4.** KEGG pathway enrichment analysis of glutamate up-regulated genes in rice root. **Table S5.** Effects of glutamate on the expression of glutamate receptor genes in rice roots. **Table S6.** Sequences of primers used for quantitative RT-PCR analysis. (PDF 2009 kb)

## Abbreviations

GABA: γ-aminobutyrate
GDC: Glutamate decarboxylase
GDH: Glutamate dehydrogenase
GLR: Glutamate receptor
GO: Gene ontology
GOGAT: Glutamine-oxoglutarate aminotransferase
GS: Glutamine synthetase
GSH: Glutathione
HI-LOX: Herbivore induced 13-lipoxygenase
KEGG: Kyoto encyclopedia of genes and genomes
KO: KEGG orthology
qRT-PCR: Quantitative reverse transcription-polymerase chain reaction
WAK: Wall associated kinase

# Supplementary material for: Exogenous glutamate rapidly induces the expression of genes involved in metabolism and defense responses in rice roots
**Source:** BMC Genomics. 2017 Feb 17;18:186. doi: 10.1186/s12864-017-3588-7
**Supplement:** Additional file 1: Figure S1. — Glutamate is a precursor for many important molecules in plants. Figure S2. Amino acid contents of 17-day-old rice seedlings. Figure S3. Regulation of glutamate-responsive genes by different concentrations of glutamate. Figure S4. Effects of different nitrogen treatments on the expression of glutamate-responsive genes. Table S1. Effects of exogenous glutamate treatment on endogenous amino acid content in rice roots. Table S2. List of glutamate up-regulated genes in representative functional categories derived from gene ontology (GO) enrichment analysis. Table S3. KEGG analysis of glutamate up-regulated genes in rice roots. Table S4. KEGG pathway enrichment analysis of glutamate up-regulated genes in rice root. Table S5. Effects of glutamate on the expression of glutamate receptor genes in rice roots. Table S6. Sequences of primers used for quantitative RT-PCR analysis.

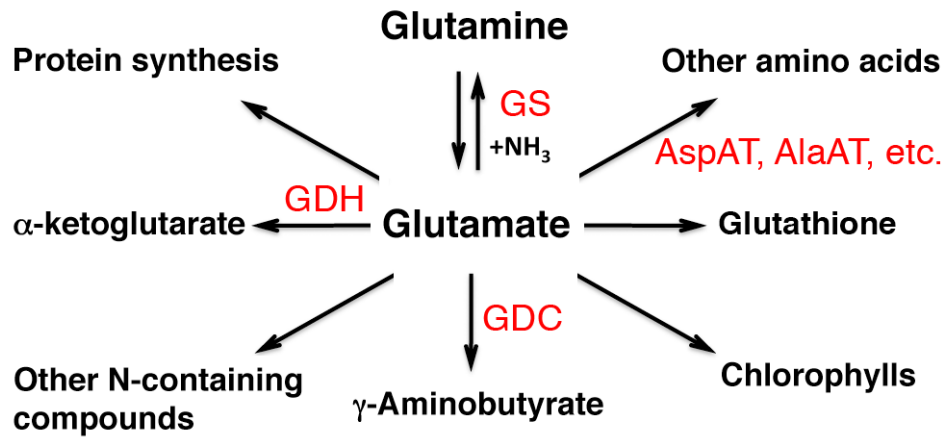

Figure S1. Glutamate is a precursor for many important molecules in plants. Feeding of glutamate to rice seedlings grown in hydroponics significantly increased the endogenous levels of glutamine, aspartate, and alanine in the roots. The conversions of glutamate to glutamine, aspartate, and alanine are catalyzed by glutamine synthetase (GS), aspartate aminotransferase (AspAT), and alanine aminotransferase (AlaAT), respectively. Exogenous glutamate treatment also rapidly induced the expression of *glutamate dehydrogenase* (GDH) and *glutamate decarboxylase* (GDC) genes in rice roots.

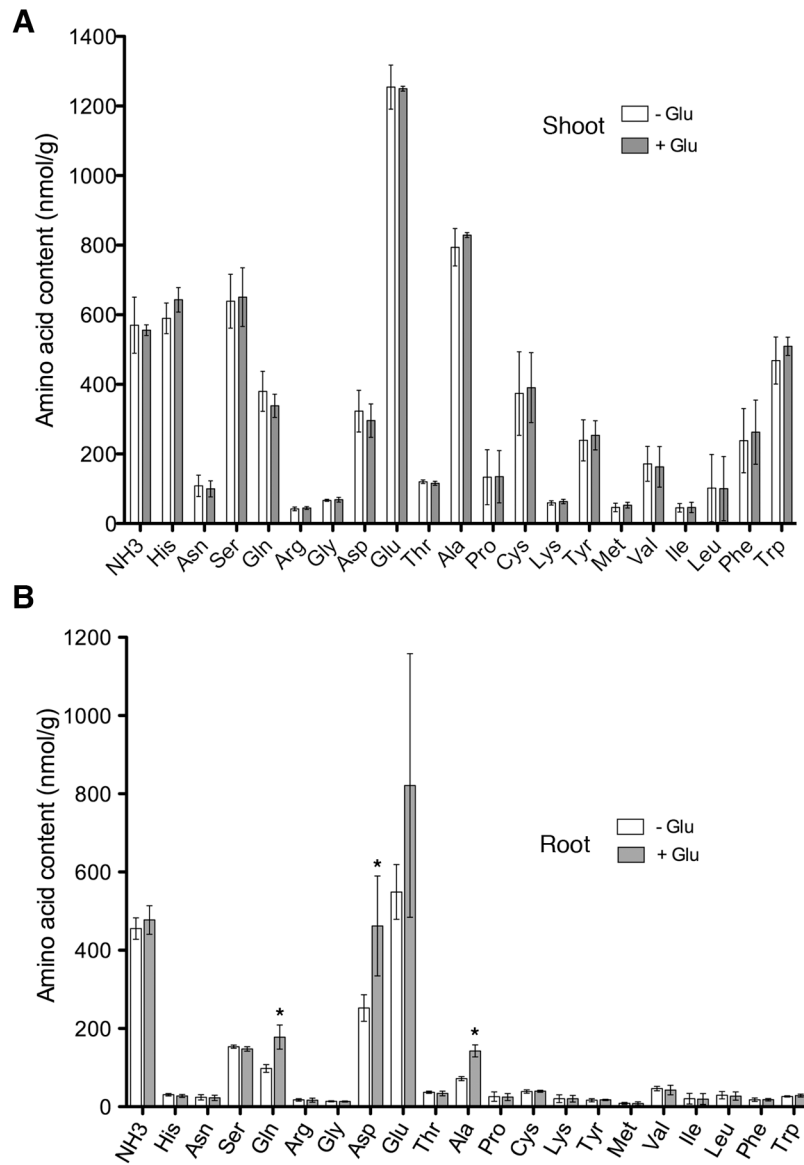

Figure S2. Amino acid contents of 17-day-old rice seedlings. Shoots (**A**) and roots (**B**) from nitrogen-starved (- Glu) or 2.5 mM glutamate-treated (+ Glu, 30 min) rice seedlings were used for amino acid analysis. Results are derived from four biological repeats. Asterisk indicates $p < 0.05$ after analysis with Student's t -test.

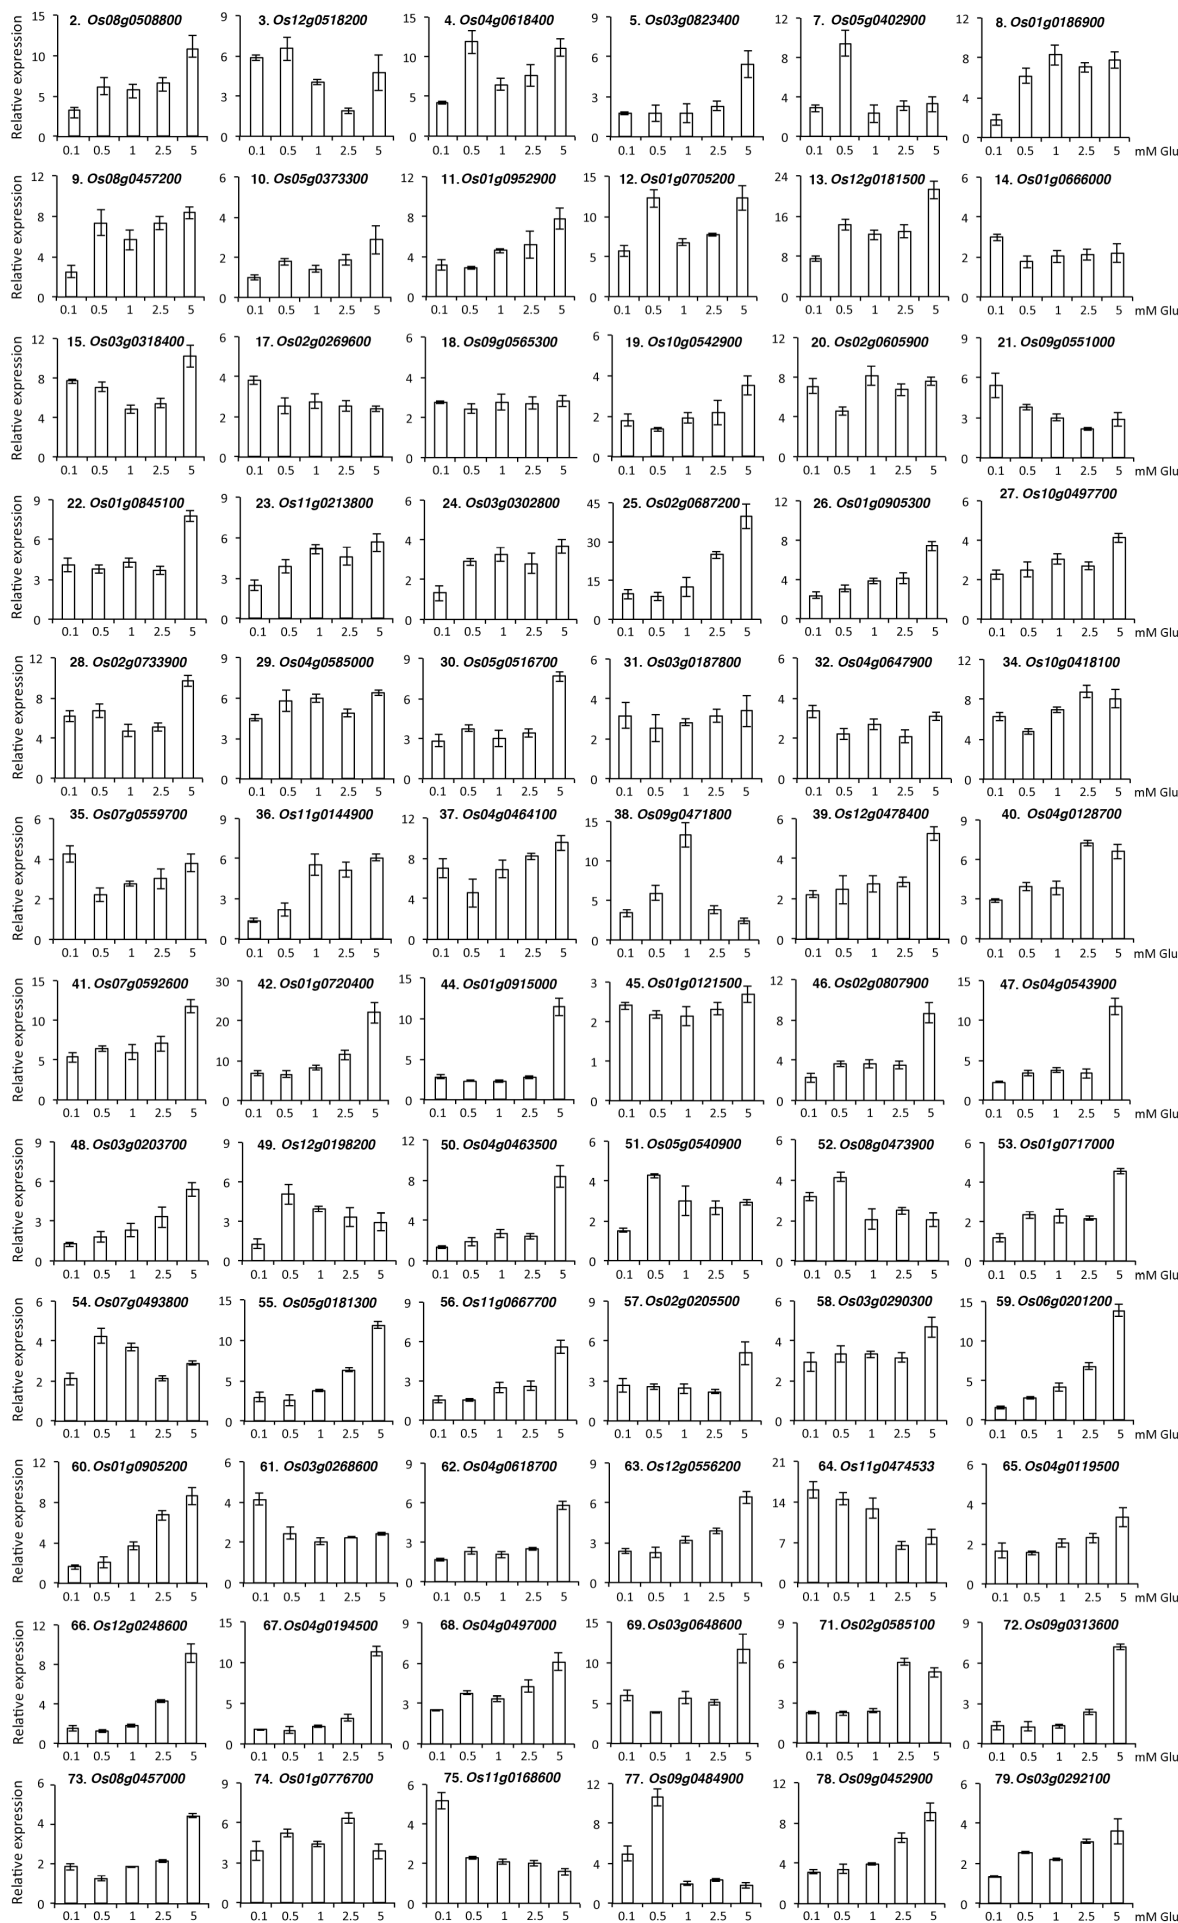

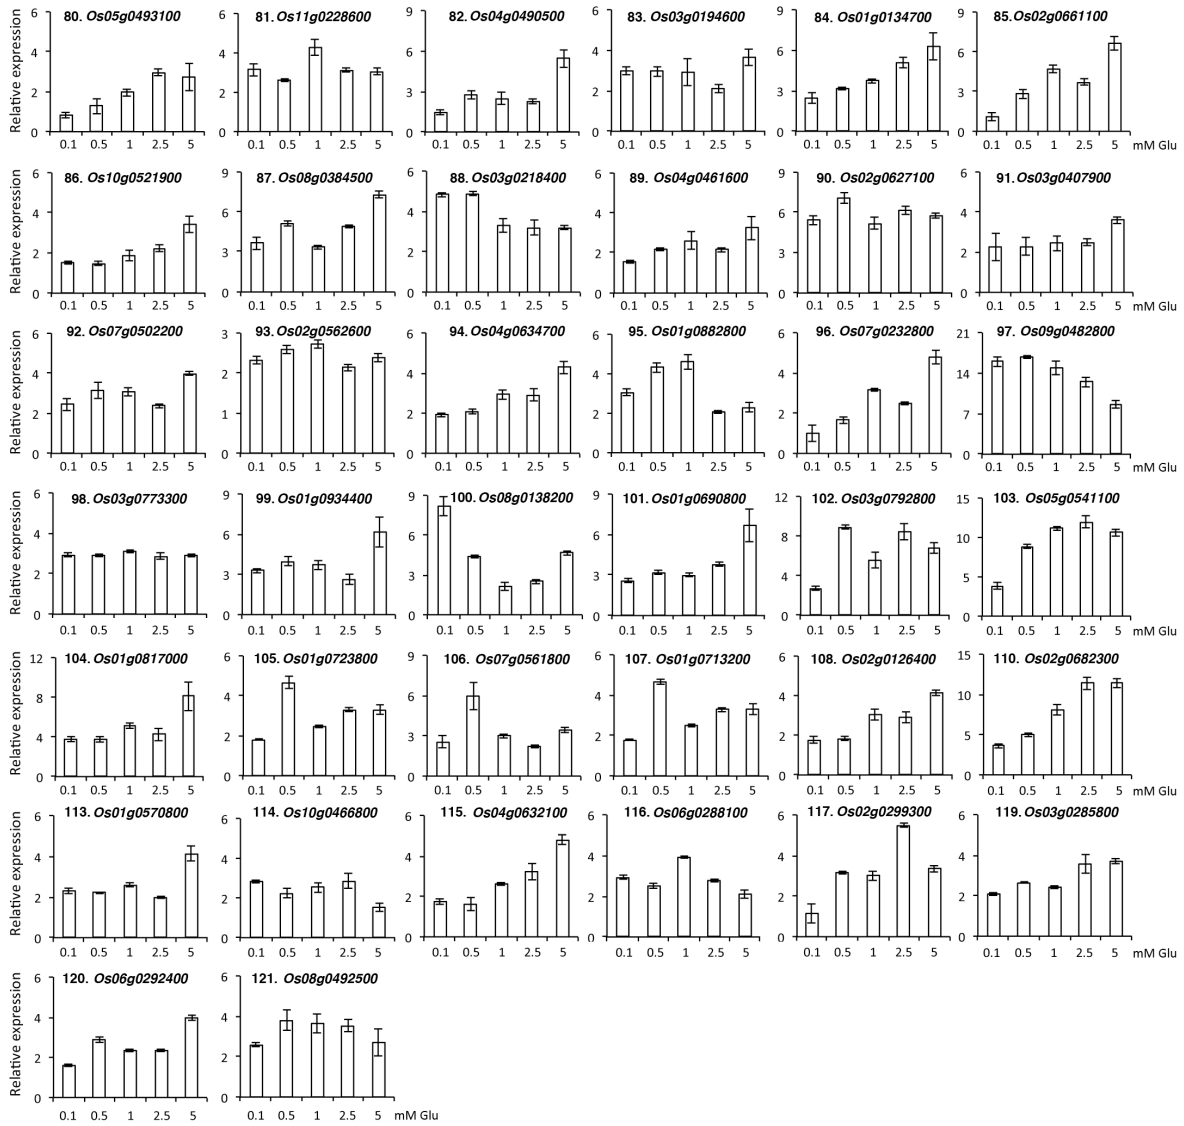

Figure S3. Regulation of glutamate-responsive genes by different concentrations of glutamate.

Total RNA extracted from roots of 17-day-old rice seedlings treated with 0-5 mM glutamate for 30 min was used for qRT-PCR to analyze the expression of 110 glutamate-responsive genes. The number of each gene corresponds to the number in Table 1. Relative expression indicates the fold-change of each gene as compared to that of control (0 mM). The expression of *late embryogenesis abundant protein* (12. *Os01g0705200*), *amino acid permease 3* (13. *Os12g0181500*), *unknown* (25. *Os02g0687200*), *OsGH3.8* (41. *Os07g0592600*), *inorganic pyrophosphatase 1* (42. *Os01g0720400*), *unknown* (64. *Os11g0474533*), *phenylalanine ammonia-lyase* (90. *Os02g0627100*), and *EF-hand domain containing protein* (97. *Os09g0482800*) was very sensitive to glutamate induction (fold-change > 5). The result of *GDC1* (1. *Os03g0236200*) is shown in Fig. 7A.

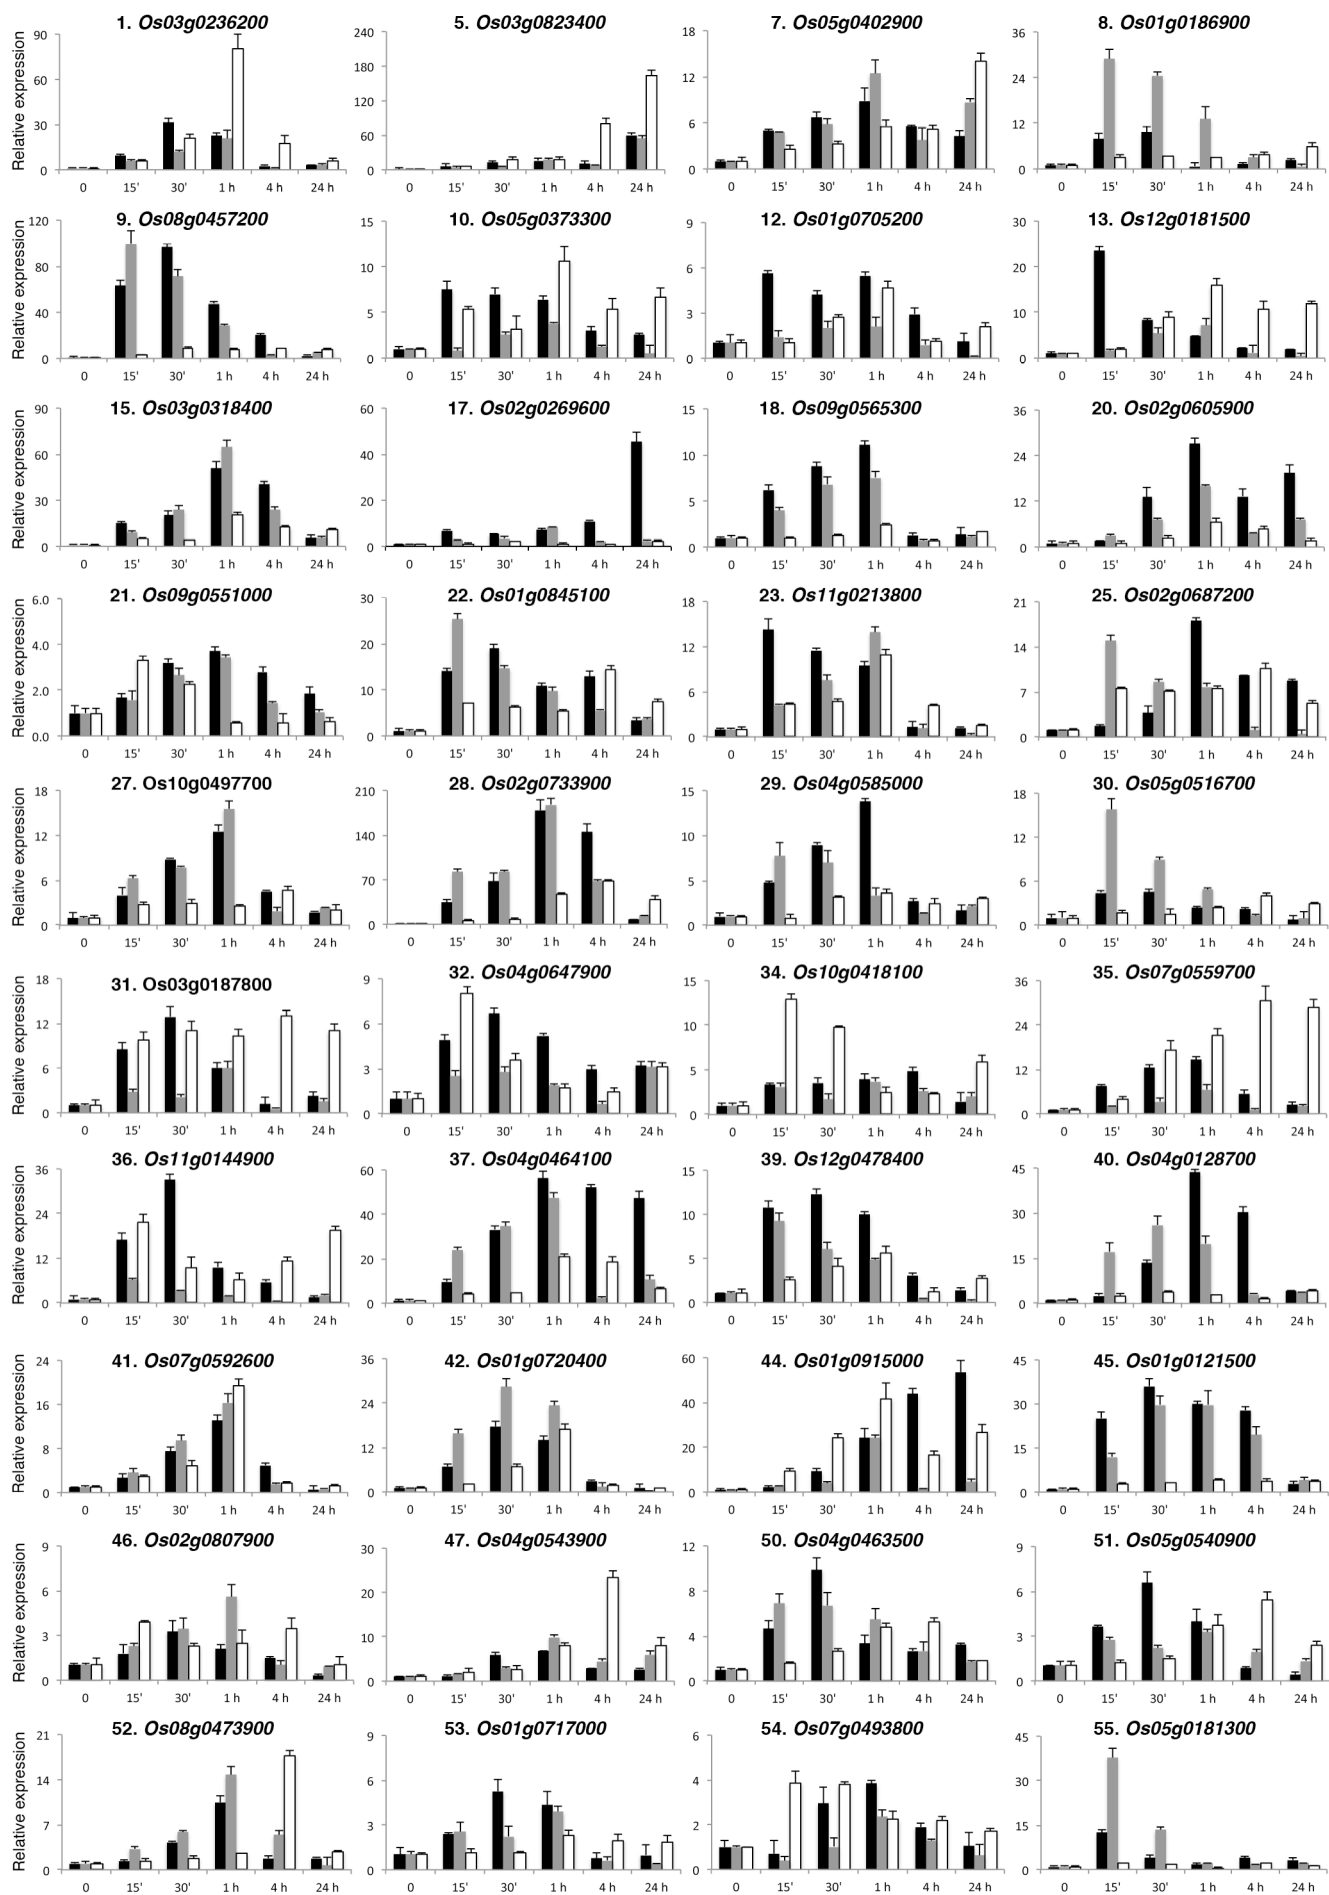

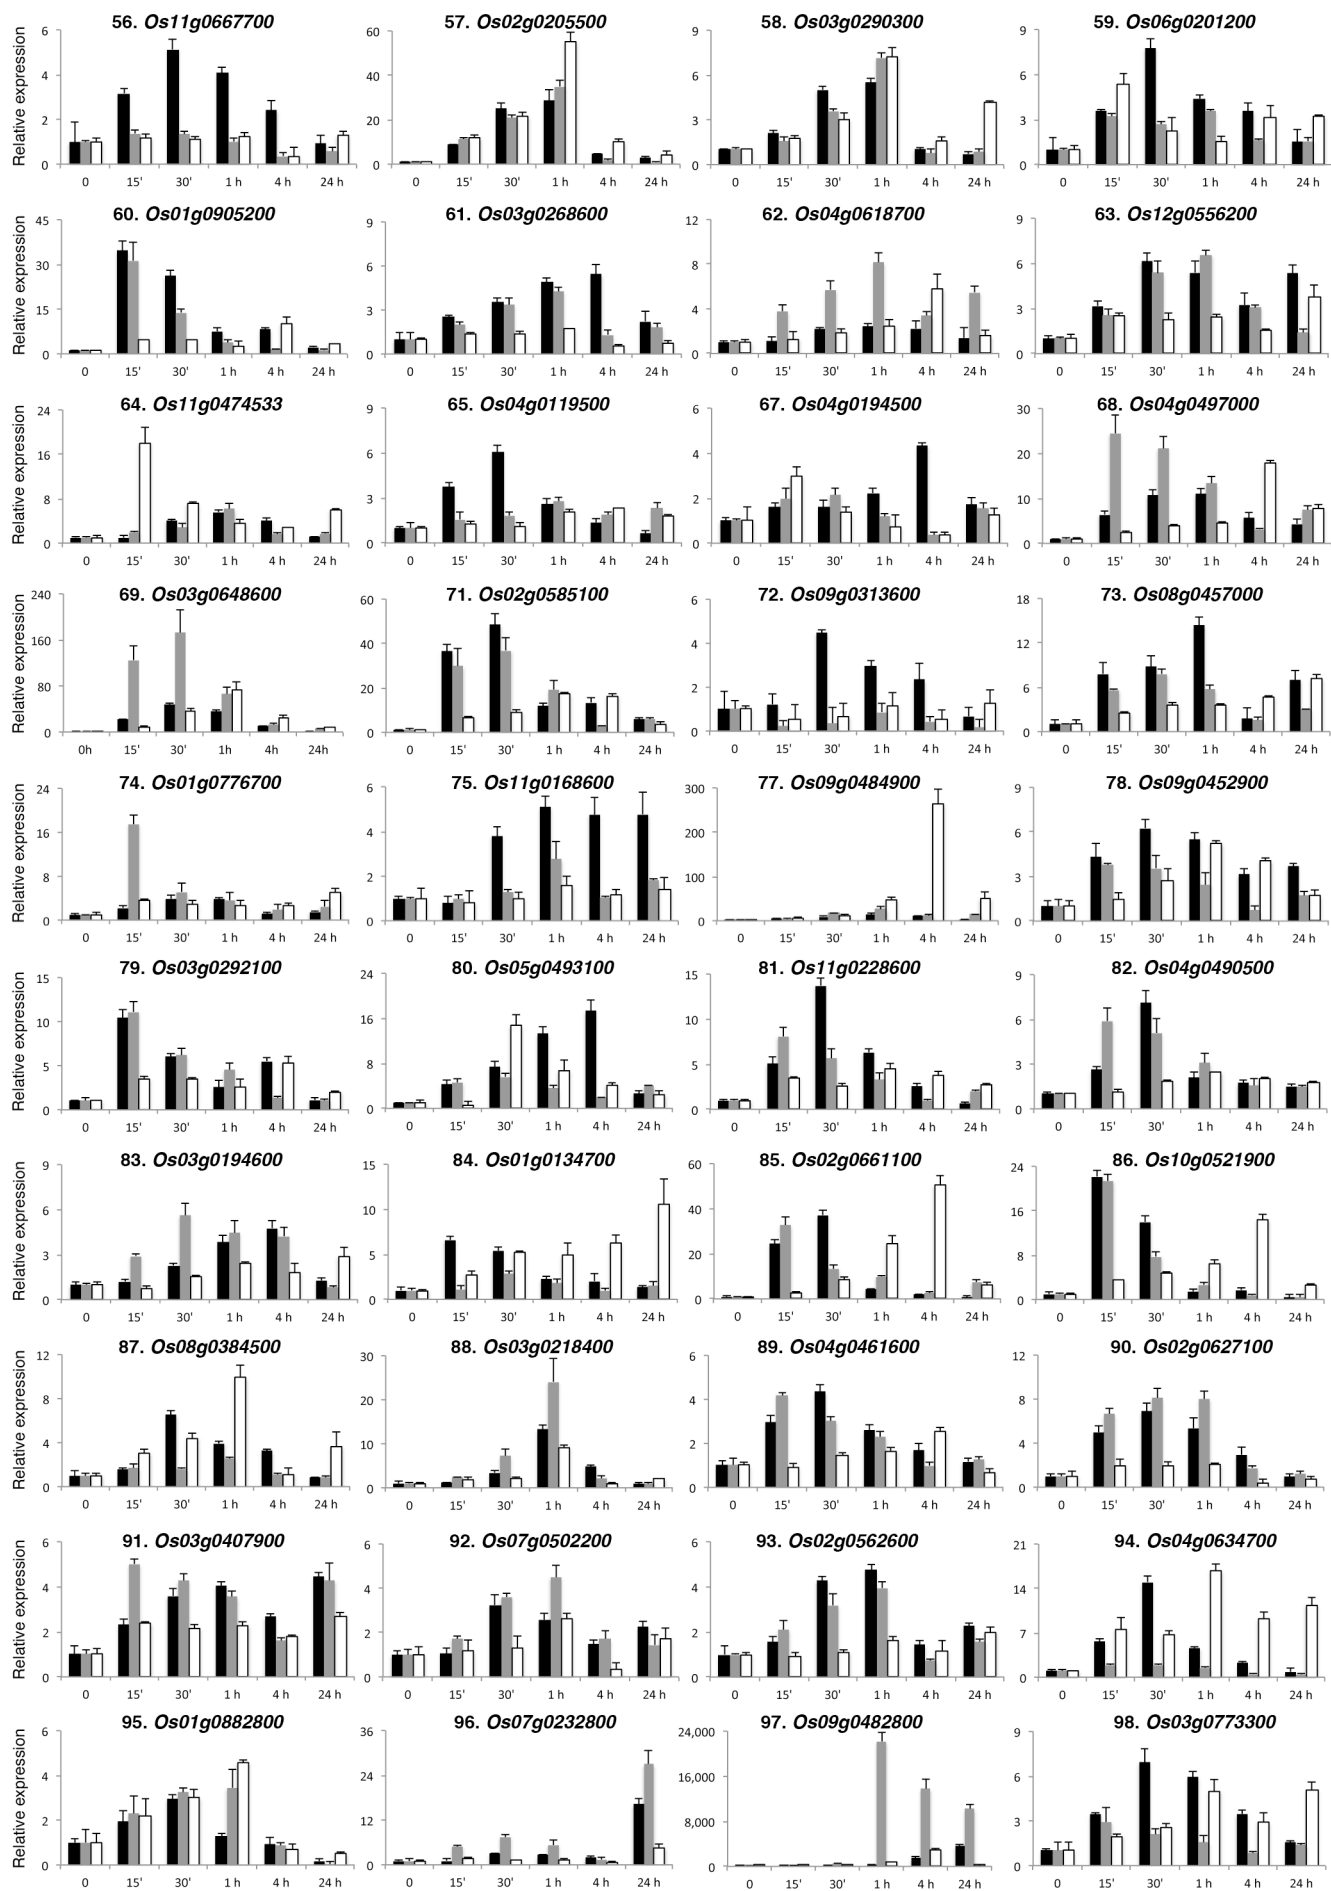

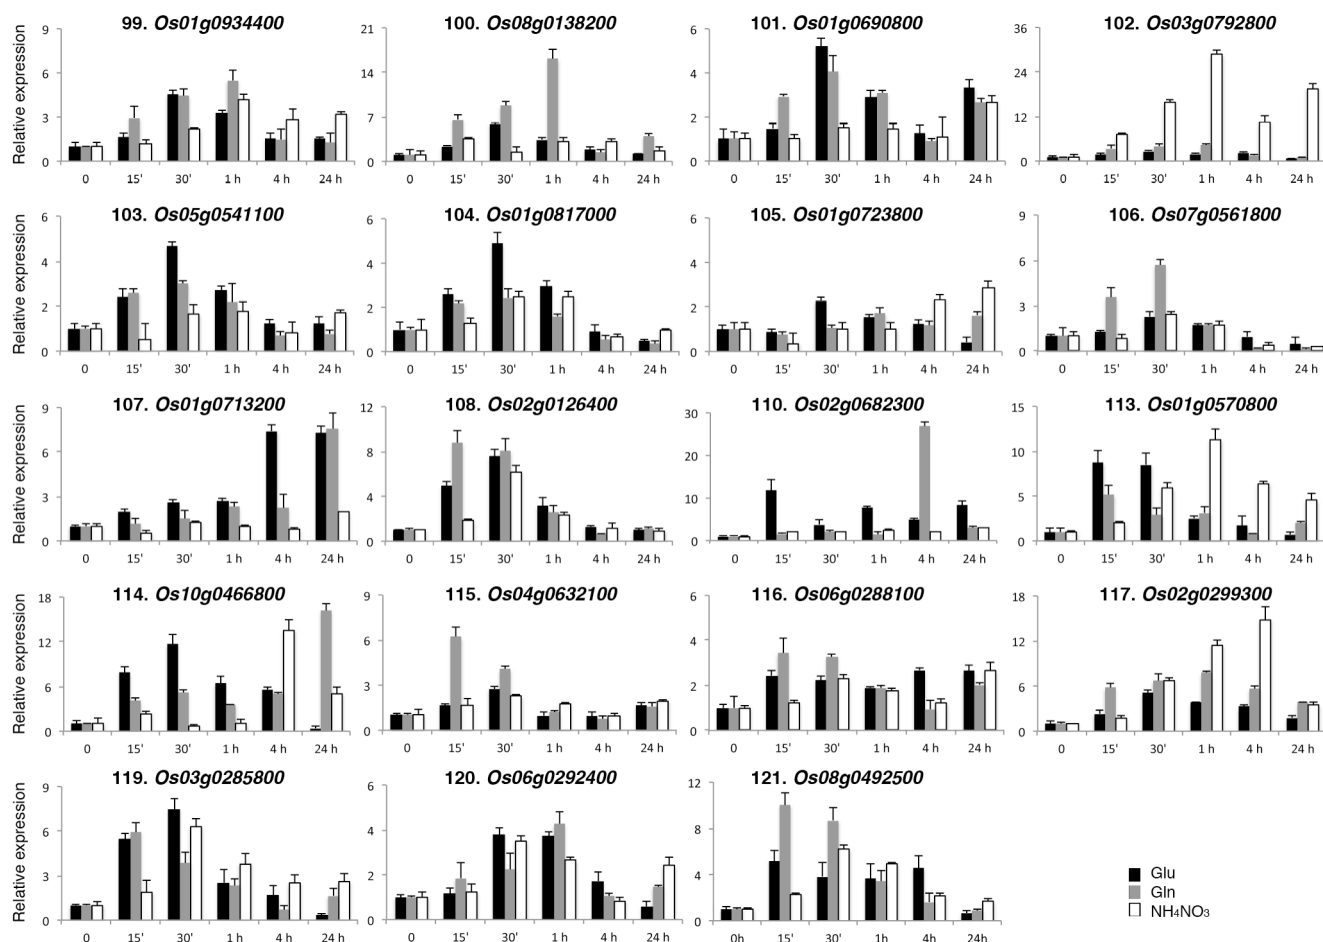

Figure S4. Effects of different nitrogen treatments on the expression of glutamate-responsive genes. Total RNA extracted from roots of 17-day-old rice seedlings treated with 2.5 mM glutamate, glutamine, or 1.43 mM NH_4NO_3 for 0, 15', 30', 1, 4, and 24 h was used for qRT-PCR to analyze the expression of glutamate-responsive genes. The number of each gene corresponds to the number in Table 1. Relative expression indicates the fold-change of each gene as compared to that of control (0 h).

Table S1. Effects of exogenous glutamate treatment on endogenous amino acid content (nmole/g FW) in rice roots

	0	15'	30'	1 h	4 h	8 h	16 h	24 h
Glu	286.2±14.6	335.5±35.2	336.1±36.0	449.6±51.4	708.7±31.8	664.5±44.2	744.6±14.5	734.9±58.8
Gln	88.1±10.3	128.1±17.4	146.4±27.3	289.1±42.2	343.2±51.8	801.5±80.1	861.2±96.9	641.8±254.1
Asp	182.3±20.1	287.7±38.0	301.5±58.7	339.1±28.5	571.7±46.6	437.8±35.1	400.3±45.1	492.6±83.4
Asn	48.2±5.6	43.4±7.9	40.6±7.4	45.6±5.4	156.3±7.6	466.9±33.2	617.3±35.4	674.4±212.9
Ala	82.8±9.3	116.2±15.4	88.5±56.0	155.8±31.4	194.5±24.5	227.3±20.0	604.8±29.6	561.2±143.4
Ser	122.9±8.7	113.6±5.8	102.3±14.5	113.6±11.3	143.5±14.9	201.7±16.0	232.8±28.9	292.7±47.1

Table S2. List of glutamate up-regulated genes in representative functional categories derived from gene ontology (GO) enrichment analysis.

GO term	p-value	Genes*
metabolic process	1.10E-05	<i>Os03g0236200</i> (1), <i>Os09g0401000</i> (6), <i>Os05g0402900</i> (7), <i>Os01g0186900</i> (8), <i>Os03g0318400</i> (15), <i>Os04g0301500</i> (16), <i>Os02g0269600</i> (17), <i>Os09g0565300</i> (18), <i>Os10g0542900</i> (19), <i>Os02g0605900</i> (20), <i>Os09g0551000</i> (21), <i>Os10g0418100</i> (34), <i>Os09g0471800</i> (38), <i>Os01g0720400</i> (42), <i>Os02g0807900</i> (46), <i>Os04g0543900</i> (47), <i>Os03g0203700</i> (48), <i>Os12g0198200</i> (49), <i>Os04g0463500</i> (50), <i>Os07g0493800</i> (54), <i>Os11g0667700</i> (56), <i>Os02g0205500</i> (57), <i>Os03g0290300</i> (58), <i>Os01g0905200</i> (60), <i>Os03g0268600</i> (61), <i>Os04g0618700</i> (62), <i>Os04g0497000</i> (68), <i>Os11g0154500</i> (70), <i>Os11g0168600</i> (75), <i>Os09g0455300</i> (76), <i>Os09g0452900</i> (78), <i>Os03g0292100</i> (79), <i>Os05g0493100</i> (80), <i>Os04g0490500</i> (82), <i>Os02g0661100</i> (85), <i>Os02g0627100</i> (90), <i>Os04g0634700</i> (94), <i>Os03g0773300</i> (98), <i>Os01g0934400</i> (99), <i>Os01g0690800</i> (101), <i>Os03g0792800</i> (102), <i>Os01g0713200</i> (107), <i>Os02g0126400</i> (108), <i>Os07g0119300</i> (109), <i>Os11g0184900</i> (112), <i>Os04g0632100</i> (115), <i>Os06g0288100</i> (116), <i>Os03g0285800</i> (119)
protein kinase activity	4.00E-05	<i>Os09g0551000</i> (21), <i>Os10g0418100</i> (34), <i>Os02g0807900</i> (46), <i>Os07g0493800</i> (54), <i>Os11g0667700</i> (56), <i>Os04g0618700</i> (62), <i>Os11g0168600</i> (75), <i>Os05g0493100</i> (80), <i>Os04g0490500</i> (82), <i>Os03g0773300</i> (98), <i>Os01g0690800</i> (101), <i>Os02g0126400</i> (108), <i>Os04g0632100</i> (115), <i>Os06g0288100</i> (116), <i>Os03g0285800</i> (119)
transporter activity	0.0054	<i>Os10g0418100</i> (34), <i>Os07g0559700</i> (35), <i>Os03g0203700</i> (48), <i>Os01g0905200</i> (60), <i>Os09g0484900</i> (77), <i>Os03g0218400</i> (88), <i>Os07g0502200</i> (92), <i>Os07g0232800</i> (96), <i>Os01g0723800</i> (105)
ATP binding	0.00072	<i>Os09g0551000</i> (21), <i>Os11g0213800</i> (23), <i>Os10g0418100</i> (34), <i>Os02g0807900</i> (46), <i>Os03g0203700</i> (48), <i>Os07g0493800</i> (54), <i>Os04g0618700</i> (62), <i>Os11g0667700</i> (56), <i>Os04g0194500</i> (67), <i>Os11g0168600</i> (75), <i>Os05g0493100</i> (80), <i>Os04g0490500</i> (82), <i>Os03g0773300</i> (98), <i>Os01g0690800</i> (101), <i>Os01g0723800</i> (105), <i>Os02g0126400</i> (108), <i>Os03g0285800</i> (119), <i>Os04g0632100</i> (115), <i>Os06g0288100</i> (116)
Calcium ion binding	9.90E-05	<i>Os10g0418100</i> (34), <i>Os09g0471800</i> (38), <i>Os03g0203700</i> (48), <i>Os08g0473900</i> (52), <i>Os09g0482800</i> (97), <i>Os01g0934400</i> (99), <i>Os02g0126400</i> (108)

* The number in parentheses corresponds to the number listed in Table 1.

Table S3. KEGG analysis of glutamate up-regulated genes in rice roots.

KO number	Gene ID*	Gene annotation	KEGG pathway
K01580	Os03g0236200 (1)	Glutamate decarboxylase [EC:4.1.1.15]	Alanine, aspartate and glutamate metabolism [ko00250], beta-Alanine metabolism [ko00410], Taurine and hypotaurine metabolism [ko00430], Butanoate metabolism [ko00650]
K00454	Os08g0508800 (2)	Lipoxygenase [EC:1.13.11.12]	Linoleic acid metabolism [ko00591], alpha-Linolenic acid metabolism [ko00592]
K09422	Os09g0401000 (6)	Myb proto-oncogene protein, plant	Transcription factors [BR: ko03000]
K20547	Os10g0542900 (19)	Chitinase [EC:3.2.1.14]	Amino sugar and nucleotide sugar metabolism [ko00520], MAPK signaling pathway - plant [ko04016]
K01183	Os02g0605900 (20)	Chitinase [EC:3.2.1.14]	Amino sugar and nucleotide sugar metabolism [ko00520]
K07195	Os01g0905300 (26)	Exocyst complex component 7	Insulin signaling pathway [ko04910]
K01537	Os10g0418100 (34)	Calcium-transporting ATPase [EC:3.6.3.8]	Enzymes [BR: ko01000]
K14487	Os07g0592600 (41)	GH3; auxin responsive GH3 gene family	Plant hormone signal transduction [ko04075]
K13248	Os01g0720400 (42)	PDXP; pyridoxal phosphatase [EC:3.1.3.74]	Vitamin B6 metabolism [ko00750]
K00261	Os04g0543900 (47)	Glutamate dehydrogenase [EC:1.4.1.3]	Arginine biosynthesis [ko00220], Alanine, aspartate and glutamate metabolism [ko00250], D-Glutamine and D-glutamate metabolism [ko00471], Nitrogen metabolism [ko00910], Carbon metabolism [ko01200]
K01537	Os03g0203700 (48)	Calcium-transporting ATPase [EC:3.6.3.8]	Enzymes [BR: ko01000]
K17506	Os12g0198200 (49)	PP2C; protein phosphatase [EC:3.1.3.16]	Enzymes [BR: ko01000]
K01658	Os04g0463500 (50)	Anthranilate synthase beta [EC:4.1.3.27]	Phenylalanine, tyrosine and tryptophan biosynthesis [ko00400], Biosynthesis of amino acids [ko01230]
K01176	Os08g0473900 (52)	Alpha-amylase [EC:3.2.1.1]	Starch and sucrose metabolism [ko00500], Carbohydrate digestion and absorption [ko04973]
K14156	Os01g0717000 (53)	Choline kinase [EC:2.7.1.32 2.7.1.82]	Glycerophospholipid metabolism [ko00564]
K15397	Os02g0205500 (57)	3-ketoacyl-CoA synthase [EC:2.3.1.199]	Fatty acid elongation [ko00062]
K10257	Os03g0290300 (58)	Omega-3 fatty acid desaturase [EC:1.14.19.25 1.14.19.35 1.14.19.36]	Enzymes [BR: ko01000]
K07195	Os01g0905200 (60)	Exocyst complex component 7	Insulin signaling pathway [ko04910]
K14497	Os03g0268600 (61)	PP2C; protein phosphatase 2C [EC:3.1.3.16]	MAPK signaling pathway – plant [ko04016], Plant hormone signal transduction [ko04075]
K13420	Os04g0618700 (62)	FLS2; LRR receptor-like serine/threonine-protein kinase [EC:2.7.11.1]	MAPK signaling pathway - plant [ko04016], Plant-pathogen interaction [ko04626]
K14445	Os09g0484900 (77)	Sodium-dependent dicarboxylate transporter	Transporters [BR: ko02000]
K20855	Os09g0452900 (78)	Beta-1,3-galactosyltransferase [EC:2.4.1.-]	Enzymes [BR: ko01000]
K01087	Os02g0661100 (85)	Trehalose 6-phosphate phosphatase [EC:3.1.3.12]	Starch and sucrose metabolism [ko00500]
K10775	Os02g0627100 (90)	Phenylalanine ammonia-lyase [EC:4.3.1.24]	Phenylalanine metabolism [ko00360], Phenylpropanoid biosynthesis [ko00940]
K03327	Os07g0502200 (92)	MATE family protein	Transporters [BR: ko02000]
K00901	Os04g0634700 (94)	Diacylglycerol kinase [EC:2.7.1.107]	Glycerolipid metabolism [ko00561], Glycerophospholipid metabolism [ko00564], Phosphatidylinositol signaling system [ko04070],

			Phospholipase D signaling pathway [ko04072]
K14709	Os07g0232800 (96)	Zinc transporter	Transporters [BR: ko02000]
K20858	Os01g0817000 (104)	Calcium uniporter protein	Calcium signaling pathway [ko04020],<br>NOD-like receptor signaling pathway [ko04621]
K05658	Os01g0723800 (105)	ATP-binding cassette, subfamily B<br>[EC:3.6.3.44]	ABC transporters [ko02010]
K13412	Os02g0126400 (108)	Calcium-dependent protein kinase<br>[EC:2.7.11.1]	Plant-pathogen interaction [ko04626]
K16281	Os02g0682300 (110)	RING-H2 zinc finger protein RHA1	Ubiquitin system [BR: ko04121]
K20536	Os03g0285800 (119)	Mitogen-activated protein kinase<br>[EC:2.7.11.24]	MAPK signaling pathway - plant [ko04016]
K16285	Os08g0492500 (121)	XERICO; RING/U-box domain-containing<br>protein [EC:2.3.2.27]	Enzymes [BR: ko01000]

---

* The number in parentheses corresponds to the number listed in Table 1.

Table S4. KEGG pathway enrichment analysis of glutamate up-regulated genes in rice root.

Pathway ID	Pathway name	Hit number (Query)	p-value
ko00564	Glycerophospholipid metabolism	2	0.03
ko02010	ABC transporters	1	0.04

Table S5. Effects of glutamate on the expression of glutamate receptor genes in rice roots.

Gene	Locus ID		Fold change<br>(+ Glu/- N)
<i>OsGLR1.1</i>	Os09g0431100	LOC_Os09g26144	0.76
<i>OsGLR1.2</i>	Os09g0431200	LOC_Os09g26160	1.39
<i>OsGLR1.3</i>	Os06g0190800	LOC_Os06g09130	1.07
<i>OsGLR1.4</i>	Os02g0787600	LOC_Os02g54640	1.18
<i>OsGLR2.1</i>	Os09g0429200	LOC_Os09g25980	0.61
<i>OsGLR2.2</i>	Os09g0429000	LOC_Os09g25960	0.82
<i>OsGLR2.3</i>	Os09g0429400	LOC_Os09g25990	0.82
<i>OsGLR2.4</i>	Os09g0429500	LOC_Os09g26000	0.82
<i>OsGLR3.1</i>	Os04g0585200	LOC_Os04g49570	1.06
<i>OsGLR3.2</i>	Os02g0117500	LOC_Os02g02540	1.60
<i>OsGLR3.3</i>	Os06g0680500	LOC_Os06g46670	0.99
<i>OsGLR3.4</i>	Os07g0103100	LOC_Os07g01310	1.13
<i>OsGLR3.5</i>	Os06g0155000	LOC_Os06g06130	1.13

Table S6. Sequences of primers used for quantitative RT-PCR analysis

No.	Locus ID	Primer sequence 5'→3'
1	Os03g0236200	AGGAGCTCATCTTCCACATCAA / GATGTTCTGTACCCCTCGAA
2	Os08g0508800	ACGCCTAGCAAACGCATCTTC / CTGTCCCGGCAAGTAAGTCTTG
3	Os12g0518200	TTGCTTGCCATCCTATACTCGG / TAGGCACCACGTTTGCAGGTA
4	Os04g0618400	CCAAAGCAGAGAGTCCTTGAGA / GACCGATGGTTTTACGTAAAG
5	Os03g0823400	AAAACGAAAGCGAGAGATGAGG / ACAAAGGCCAAGAACAGAGCC
6	Os09g0401000	AGTTCGAGGATCCGTTCAACG / GTGGTGGTGATCAAACAACGC
7	Os05g0402900	GTCACATGATGGAGGACAACCT / CATCTAGCCGAGGCGAAAGTT
8	Os01g0186900	ATCTACACCACCCACATCCCCA / AGTAGGAGGCGACGTTGGACTT
9	Os08g0457200	TGCCTCAAAACGTGGTCCAT / ATGCAAAGACGAGGACAGGG
10	Os05g0373300	TACATTGACCCCTCTGGCAGAC/ TTCGCCAACCCCTAG TATTGC
11	Os01g0952900	TTCTTCCATCTGCAAGCTCGA/ TGCCCATGGCAACTGATGT
12	Os01g0705200	GGCGATAACAAGAACAACGCC / AGTCACTCCCAGTTCCAGGCTT
13	Os12g0181500	TCATGTCCTTCACCTACTCCGG / TGGAGATTGTCTGGACGATGC
14	Os01g0666000	CCGGCTCCTTCAGATGAGAAA / CGGTGATGTACCTAAAGTGCGC
15	Os03g0318400	TTGCCATTATTGAAGGCGGA / TTCTGCTGCTGGAAATTGCC
16	Os04g0301500	GTCATTTTTGCGACACCCCA / CCTCGCAAGAAAACAACCACC
17	Os02g0269600	TCGACGACGCCATAAACGAT / GCCCTCCTAACGACAGTGACAA
18	Os09g0565300	GCAAGAGGATCAGTGATCTGGC / GGAGGAAGAGGCATCCTTGAAG
19	Os10g0542900	TATGGACGTGGCCCAATTCA / CGGCTGCTTGGTAGTTCGATT
20	Os02g0605900	ACGCCAACCACGAGACCATAA / GTCCGTCGATCTCCTCGATGTA
21	Os09g0551000	GAAGGAAGGCAAGGCGAAAA / ATCCAATGAACTGCTCTCCGC
22	Os01g0845100	CTGAATCCATCCATTGAACCGT / GCAAAAGTTTCCCGCGTGT
23	Os11g0213800	CCATCGTAACCACCCGAGATAA / CGGTTCAAGTGGTGCAAATCTTC
24	Os03g0302800	CATGCAGTTGCTTTGGCTCA / CCATGCGGATACACAGCAGTAC
25	Os02g0687200	TCAACCGGTAAGGCATTGTAGC / GGTCAGGATGGCCAAGATCAT
26	Os01g0905300	GAAAGTTGCCGCCAAGTTCA / TGAATCTCGTACGCTTCGTCAA
27	Os10g0497700	TGACAAAACCTGTTGACTGCCCA / TTTTTCATTTCCGGCAGCCAC
28	Os02g0733900	ACTGATTGAGCAGCCGAACA / CGCAGTACAGCCAAAGAATGAT
29	Os04g0585000	GCTGGAAATGGATAGCATTTGG / GCAAACCAGGATCTCTGACTCG
30	Os05g0516700	GGACGCTCGCATCTATGGTTAA / AAATGCGAGTATCCGTTAGGCA
31	Os03g0187800	TCATGGCCACCATTACTGCTG / TTGCTGGTCTCTTCCATGGCT
32	Os04g0647900	GGACCTTTCCCAACAATGAACTG / TTTGGTCAGCTGCCATGGA
33	Os01g0705700	TGCGTACGGTATAGCTGCCAA/ TGAAGTCACAAGGAGTTGCACC
34	Os10g0418100	TCATCCAGTTCCAGCTCACCGT / GACACGAAGTTGATGACGAGCG
35	Os07g0559700	GATCACCATTGGCATCCTGTG / GATCTTGGCAGTCCCGTAGTTG
36	Os11g0144900	ACGTATGCCTGAATGGCTCAAG / CCTCGACATGCTTCTCCAATC
37	Os04g0464100	GTGAAGGACAAGAAGCCGGAG / GATTACATGATGGAGCAGGGGCT
38	Os09g0471800	TGATCGGATGCAAGACTCTCG / GCTGACGAACACCCGATTACAT
39	Os12g0478400	AAATCCCTACGTTGCTGGTGG / TAATCATCCGAGCGAGCACAC
40	Os04g0128700	TAGTTGCTCCCGTGAAACCGT / TGAAAAGCCAGTGTCACCGAC
41	Os07g0592600	CGAATAGTCGGTCAAATCCCC / CAGATTCTTGGACACGGTCCA
42	Os01g0720400	TGACTGATTTTTGCGCTACGC / TGAGCCTCTACTAATCGCAGGC
43	Os02g0764700	CAGCCACGTCCACTCCTCCA/ ATGATCTCCCGTAGGCCGTC
44	Os01g0915000	CAGACACCTCAAATCCACGCA / GGATGTAGACGGCCATTTTCG
45	Os01g0121500	AGCATTCGCTAGCTGCACAATT / GCCGGTTGCATTTTTGGATT
46	Os02g0807900	TCGTGCTGGAGCTTCTAACCA / TCTGGCCCGTCTAGGTACAATG

47	Os04g0543900	AGACCATGGCTTGGATTTTGG / GGTGAATGACCATGGAATTTTCG
48	Os03g0203700	GGAATGCGGCATTTTGACTG / CTTGGTTCTGAAATCCGGTCCT
49	Os12g0198200	CATGCAATGGAGGATGGATATG / GACCGATGGTTTTTCACGTAAAG
50	Os04g0463500	ATTATCCGTGCTCCTTCTGGTG / GCGAACTGGAGAGCTTTTTCC
51	Os05g0540900	TCGCTGCTCAACTACAAGGAGA / TGTGGCTAGCTACTGCTTGCTG
52	Os08g0473900	TTGTATCCGATTGTAGCGTTCG / CCCGCAATTAACCTAGAGGCT
53	Os01g0717000	TCGACAACTAGAGGCCGCTT / ACACATGAAACACGACGGCA
54	Os07g0493800	GATGCTCTTTTCGGTAACGCG / CGCAAGCGAAAGGACAATCA
55	Os05g0181300	GTCGTCCAAGCTCGATCAGATC / GCTCCTCTTCCCCAAATCTTTT
56	Os11g0667700	CAAGAACTCTGAAGCCAGCGAG / CCAGCATCACAAACGCCAAA
57	Os02g0205500	GGATTTCAACCGACTGAGCTTG / TGCCAATTCCAAAGGAGCAC
58	Os03g0290300	CGGTCATGTCGAGAAAGACGA / TACAGCCTCTCAGACAGCGGTT
59	Os06g0201200	CATTTCTTGATCCCCGTCATG / CGAAAACAATGGCCGTCAC
60	Os01g0905200	ATGTCGATAAGGTCCATGGTCG / ACACCGTCTCGTACCTTCGCTA
61	Os03g0268600	AAACCTCGGACAAATGTCAGCG / TTGTCACAATTTCCGGCGC
62	Os04g0618700	TGCATTGCGAACTTTCTCCA / CCTCAGTAAGCTCACACGAACG
63	Os12g0556200	TCATCCCAGGCAGTGCAAAT / TGTGTCACTCGCACAGATCCA
64	Os11g0474533	TCAGGTCACTTGCCTTTGGTTC / CCCTGCATGCTCCTCTAGAATG
65	Os04g0119500	TCTAGTTGGTGCATCCGTCCA / CATTGAGCCATCACCGTTTCTT
66	Os12g0248600	GCCAGCTCGGTTTTGCCTATA / CCCATGCTTTTTTCTGACGAAGA
67	Os04g0194500	CGAGAAACGGAAAGCGAGATC / CTGACGTGCCAACTGAATAGCA
68	Os04g0497000	CTGTGCATTGTCCTGATGGCT / CAACGCATTTCAGCTAAGCTTGA
69	Os03g0648600	ATCTGCTGTCAGGAATACTCCG / TGGAAGAAATGGCTGCACC
70	Os11g0154500	GAGCCGATTTTGCTTGGAAATC / CCCATGAATCCGATCCCATT
71	Os02g0585100	TGAACTGCTTTCCAAGCTCACC / CGAGGAAATTCGTGTGTGGATC
72	Os09g0313600	ATTTGAGGAGGTAAAGACCCCTG / AGCTTTACCATCTGGAGGTTCC
73	Os08g0457000	CAAGCTCGTGAGGCTGAAACA / AGGAGAAATGGCCTTCGGTTC
74	Os01g0776700	ATTCATTTCTGTGCTCTCGTGGT / GCCTAGCAATGGCAAACCTTTCA
75	Os11g0168600	TGGCCGGTGAAGATCAACAT / TCCCTAGCCCATTTCAGCATC
76	Os09g0455300	TTACCGCATGCTAGCTCGTACG / CGAGTCCAACAAAAGCTCGGA
77	Os09g0484900	GGAACGCCCCTGAAAATTGT / TGGCAGTAGGATGGTGAGAGCT
78	Os09g0452900	ACGTTTCACTTGGCGCATG / CGTCAATGTGCTCCACGTCTAA
79	Os03g0292100	GTGTTGATTTCGCAGTGCGAA / TGTCCCACAAACCATCAGAGG
80	Os05g0493100	TGGAAGCGAGCGTAGCAAA / GCCATGTATCCGTAGGTTCCAG
81	Os11g0228600	AATGACCAAGGAAGTCGCGTAA / GCAAGAGCTGCCACATGATTC
82	Os04g0490500	TTGCCCCGCTCATCAACTA / ATCATCAGACCACGCCTTGCT
83	Os03g0194600	GAACCTGAGGAGCACCAAGAA / GCCTACTACGCATCAAGACGTG
84	Os01g0134700	CCACTGCAACGACGTTCTT / CCAAGCGCCGGGATAGTTAT
85	Os02g0661100	ACGTTGGTGTGAGTAGGCTCAA / TGGCATCAAGCAGTCCATTG
86	Os10g0521900	GCCATGCTGTGCGAGCTT / AGAGCTGCAGCCTTGTTTCGT
87	Os08g0384500	CAACCCGGCAACATGGA / AGCTGATCCCCAGTACGTCTTC
88	Os03g0218400	GCAATTTTCGGCTCTGTACGTACT / CTCAAGAAGCACTCCGAATTGA
89	Os04g0461600	TTTTAGCTTCTGCTATATTTTCATCTTGTC/CCAATGGAAACGCACACATC
90	Os02g0627100	CGGTGTTGTTTTTATCTGGTGAATA / CCGCTATGCAACGAAGAATTCT
91	Os03g0407900	CACCCAGAAAGGTCGTTAGG / GCATATGCCACACCCAAAAC
92	Os07g0502200	GATCACCGCACGAACCAAAT / CTGGCCTTCTTCTCCTGCAT
93	Os02g0562600	TGCTCGATTGGTCATAAGTGTCA / GCGTAGAGAGGGAGGGTGCTA
94	Os04g0634700	CGTTGATCAGGCACCATGTT / TTGGCCGCCACTTCTAGAGT
95	Os01g0882800	GCGTCGCCGAGGTCTTC / TGGAGAGCCAGGAGATCTGATC

96	Os07g0232800	CTCGCCGAGGACTTCATGA / CGAGCTGGAGCTTGCCTTT
97	Os09g0482800	TGCGTACTGTCCTCTTGCTGAA / CAAAATTTTCCATCCCGGATT
98	Os03g0773300	GGGAACAGCTCCGATGGA / GGCTTCGCTGGCTTGATC
99	Os01g0934400	GCGCAGATATAAACGCCACTCT / TCACATTGTTTCGCTGGATCTTC
100	Os08g0138200	ACCTTCAACTCCGGCGATGA / GCAGATGAAGTACCGCGTGC
101	Os01g0690800	CCAATAACCGCCCAACAAT / GACCGCTCGTGCTACCTTCT
102	Os03g0792800	CCAGGAGGCCGTATAAATCG / GCGAGATCCGCCATTCC
103	Os05g0541100	AAGCAAGGCAGAGCTGCAA / TGCCTCCAGATCGCTGTCT
104	Os01g0817000	TGTGTGGCACAAACCAACTC / GTTAACGGACAACCTCGTAAGGT
105	Os01g0723800	TGACTTCTGGTATGGTGGGAAA / AAGACATCACCTGCGGAGATCT
106	Os07g0561800	GCCATTGGCGACATGGA / GTTGGAGGCGATCGATCTACA
107	Os01g0713200	CCCGTGATAGGCCAAACG / GGACACCACACGGCACTATG
108	Os02g0126400	AAGAGGACCTCCAAATCCACAA / CGACGTCTCATCTCGGTTCTTA
109	Os07g0119300	AAAGCAGCTCCAGTCTGGAT / CCATGCCTGAGCCTGAGAAA
110	Os02g0682300	TGCTGTTAATCAACGGAGACAAA / AATCCTCGGCAGAAAAAGAAAA
111	Os07g0583600	CGTGGCACTAGCGTTGTGACT / CCAAGATGGTTACAAGGGAAGTTC
112	Os11g0184900	GAGCGAGGTTAAAAATAGTGGAGAA / CCATCCGGCAGAAACAAAAA
113	Os01g0570800	TTGGTTGCCAAAGATGGTGTT / TGGGAGGTAGTGACCGCTGTA
114	Os10g0466800	CAGCGGCAATGGGAGAGA / GGAATGGTCCGGGCTAAAG
115	Os04g0632100	CACACAGGCAAATCGACTGATC / GACCCTGCCTTTGGAGATGA
116	Os06g0288100	CAAGCGTGTCCACGGATTC / GACCCAACAAGTCCAGCACTAAG
117	Os02g0299300	CGAAGGACGCGCTAGCAT / GTGACCGAAAACGTGTGCTTT
118	Os07g0589000	CCTGCTCAATTCTCATATGCTTTC / GGCGAGAGGCTACCAAAGAGT
119	Os03g0285800	CACCGACCTCCATCACATCA / CTGGCAGTGCTCTTCTGACAGT
120	Os06g0292400	CCTGTGAGCATGGTATGAAGTTCTA / ATCAAGAGGCCAACCAATCCT
121	Os08g0492500	CCGATCGATGGAGAGGTGTAG / CCTTCTCATCTCTTCGCTTTCC
122	Os08g0386200	TCCTTTTGTCTTCTCCCAACTCTCT / CCTCTCTTTTGCTTGACAGAAACC
123	Os02g0634800	AAGGCATGGCTGATTCATGT/CAGATGTTACATGGTGACAGTA

How the deposited data were processed for this re-analysis (not part of the article)

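Root RNA of 17-day-old rice seedlings grown without nitrogen (−N) or given 2.5 mM glutamate for 30 min (+Glu) was measured on 4 Affymetrix GeneChip Rice Genome Arrays, 2 biological replicates per group. The authors deposited 1 intensity per probe set and array, on a linear scale. The submitters' processing notes name GCOS and RMA; versions, order and background settings are not given in the sources used here. RMA values are usually on a log2 scale and the test had been planned for such values, but the deposited intensities are linear (3.15 to 21379), so log2 was taken first. The array medians were 4.33 and 4.58 on the log2 scale in −N and 4.27 and 4.58 in +Glu, so that the deposited columns do not share 1 distribution. The table holds no detection calls, so whether a dim probe set is above background is not known. For arrays there is no read depth; the number of arrays limits the precision, and probe sets near the lowest intensities have little signal over background.

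Values were analysed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes without trend or robust settings), +Glu minus −N, with no block, two-sided, over the 57258 probe sets that are not Affymetrix controls and again over 17905 genes. Adjusted p values are those of Benjamini and Hochberg, with a threshold of 0.05. The thresholds stated in the methods, at least 2-fold and a p under 0.05, were applied to limma's unadjusted p, since the paper's text does not name the test behind its p; Student's t-test with equal variances was an alternative. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The script was tested on simulated data with 200 changed probe sets, as described with the arrays. At the 2-fold thresholds 62.7% of those with a log2 change of 1 were recovered and 100% of those with a change of 2 or 3. Of the 150 calls at an adjusted p under 0.05, 23 were unchanged probe sets. With no changed probe set 3 of the 57258 were called at an adjusted p under 0.05, and 359 passed the 2-fold thresholds. The simulated values were normal and independent between arrays, with limma's moderated spread of each probe set; in the real arrays LOC4332184 and LOC4325299, with log2 fold changes of 3.27 and 3.17, had adjusted p values of 0.505 and 0.906, unlike simulated changes of that size.

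A gene was represented by its probe set with the highest mean over the 4 arrays, among probe sets that the array annotation assigns to 1 gene; 3444 genes have more than 1 such probe set. Symbols were updated through gene identifiers in the RefSeq gene table of assembly ASM3414082v1, in which all 17905 genes were found; it holds no descriptions and no Os locus numbers. The gene lists had been planned by locus number and by description. They were rebuilt by gene name alone after seeing which names the table holds and before any value per gene was looked at, and lists of wall-associated and other receptor kinases, E3 ligases, Exo70 subunits, amino acid transporters, glutamine dumpers and extensins could not be rebuilt. Of the 31 lists, 24 were planned and 7 were added at that stage (GH3, Aux/IAA, MAP kinases, type-A response regulators, trehalose-6-phosphate phosphatases, bZIP and ABCG); 27 with at least 3 genes were tested with camera at a preset correlation of 0.01, adjusted over the 27 lists, and again with an estimated correlation, with which 0 lists were called. Lists hold only members with a name in the table, so a family is covered in part.

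Genes named in the text follow a rule fixed before the data were examined: the 10 genes with the largest log2 fold change in each direction among those at an adjusted p under 0.05 with both +Glu arrays on the same side of both −N arrays, filled up with genes past the 2-fold thresholds, which here make up all of them; every gene the paper names in its text or in Table S5; and up to 4 members per list. Of the genes so chosen, 10 of the 10 higher and 7 of the 8 lower carry placeholder names. For this reason the same rule was also applied among the 2459 genes with a name. That reason rests on genes ranked by their values, so this addition cannot be taken as fixed in advance. The fold changes of Table 1 had been read in the paper before. As 0 genes pass the adjusted threshold, the list members named are those with the largest changes, and any further members, those at the other end of a list included, were named after their values were seen. Table 1 and Table S5 genes were matched by exact name and chromosome, 11 of 122 (a name could be tried for 35) and 1 of 13. Table 1 genes that were not matched may be among the other genes and list members named here, and could not be left out of the lists.

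The alternatives were the replicate number as a block, leaving out each array in turn (the lone array of a group then assumed to vary like the other group), quantile normalization of the deposited values, median centring, 2 filters on dim probe sets (a mean log2 of at least 5, and a mean above the median of all probe sets), eBayes with trend and robust settings, Student's t-test, leaving out probe sets that can bind several transcripts, and the mean of a gene's probe sets. Lists without the matched Table 1 genes were added after the values were seen. Ranges of a list's adjusted p over the alternatives are at camera's preset correlation and leave out the estimated one. Shoot arrays, amino acid contents and qRT-PCR were not analysed here.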

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

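The tests of possible causes in this part, those by scaling, by signal level, by other splits of the arrays, by the replicate 1 shift and by the choice of genes, were chosen after the results were seen.

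Signals outside the genes the paper discusses were seen for jasmonate genes, nicotianamine synthases and a lectin. The median log2 fold change of 20 jasmonate synthesis and JAZ genes was 0.551, with a camera adjusted p of 5.12e-08. The call was lost with an estimated correlation (camera adjusted p = 0.76), a setting with which 0 of the 27 lists were called. It was also lost without −N replicate 2, where the median was 0.521. NAS1 and NAS2, enzymes that make the metal chelator nicotianamine, were 4.83-fold and 3.74-fold higher in +Glu (unadjusted p = 0.0102 and 0.00889 from limma); NAS1 had intensities of 30.26 and 101.1 in −N and 317.5 and 224.8 in +Glu, with a log2 fold change of 1.40 without −N replicate 1 and 3.14 without −N replicate 2, and NAS2 was at 1.30 and 2.50 without these arrays. The lectin gene listed as Agglutinin was 4.34-fold higher (31.8 ± 12.1 in −N and 138.1 ± 53.3 in +Glu, SD, n = 2; log2 fold change 1.72 without −N replicate 1, 2.52 without −N replicate 2 or without +Glu replicate 1, and 1.71 without +Glu replicate 2). Among the 34727 probe sets with no gene in the array annotation, 191 were higher and 15 lower at the 2-fold thresholds, with 0 at an adjusted p under 0.05 from limma (437 higher and 121 lower at an unadjusted p under 0.05). Over all 57258 probe sets a larger share passed, 551 higher and 25 lower. In simulated arrays with no change, 359 of 57258 passed. The count is therefore no sign of a signal particular to probe sets without a gene.

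More probe sets were higher than lower with glutamate, 551 against 25 at the 2-fold thresholds (95.7% higher). In simulated arrays with no changed probe set 359 of 57258 passed these thresholds. They were not counted by direction, so the simulation bears on how many pass and not on the share higher. A difference in brightness between arrays would shift with another scaling, yet the share was 91.8% after quantile normalization and 95.1% after median centring, which argues against scaling as the whole cause. Noise of dim probe sets would go both ways, yet the share was 95.8% among probe sets with a mean log2 of at least 5. Splitting the 4 arrays into 2 and 2 can be done in 3 ways, too few for a share under 0.05: the real split gave 576 probe sets past the thresholds, the split of replicates 1 against replicates 2 gave 1763 (so that 2 of the 3 gave at least 576), which points to a structure of the arrays by replicate number, and the remaining split, −N replicate 1 and +Glu replicate 2 against the other arrays, gave 35. From these 4 arrays alone an effect of glutamate remains open as the biological explanation. The paper also reports qRT-PCR, not analysed here: of its 151 up-regulated genes 122 were induced more than 2-fold, and none of its down-regulated genes was verified. On the arrays, the share higher was 64.7% without −N replicate 1, 71.8% without −N replicate 2 and 79.2% without +Glu replicate 2.

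Of the 301 genes higher with glutamate at the 2-fold thresholds, 195 (64.8%) were higher in −N replicate 1 than in −N replicate 2, against 21.1% of genes matched on mean level. After quantile normalization it was 76.1% against 42.2%, and among the 120 genes with a mean log2 of at least 8 it was 68.3% against 22.5%. The excess was thus not confined to the deposited scaling or to dim probe sets. All these genes were chosen on the −N arrays that are compared, so neither value decides on scaling or on noise of dim probe sets. The 301 were chosen on the same arrays, so that the choice of genes may account for the share; the 301 genes with the lowest fold changes, where it would work the other way, were at 19.6% against 23.5% of matched genes (32.2% against 42.5% after quantile normalization), which leaves this open. A replicate 1 shift shared by both treatments also stays open, since the +Glu arrays entered the choice too (16.6% were higher in +Glu replicate 1 than in +Glu replicate 2, against 19.5% of matched genes). No biological explanation was tested.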

How the results depend on the processing

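No choice below was made on the basis of its result, apart from the lists without the matched Table 1 genes, chosen after the values were seen; where a value moved, the cause was not tested unless stated. Leaving out 1 array in turn, the probe sets at an adjusted p under 0.05 ranged from 0 to 433 higher and 0 to 202 lower, those past the 2-fold thresholds from 343 to 1090 higher and 29 to 513 lower, and those at least 2-fold apart from 564 to 1091 higher and 240 to 514 lower. Genes past the thresholds ranged from 196 to 618 higher and 14 to 252 lower, Table 1 genes past them from 6 to 11, Table 1 genes at an adjusted p from 5 to 11 over the list alone and from 0 to 9 over all genes, GLR3.1 from −0.13 to 0.36 (−0.10 without −N replicate 1 and −0.13 without +Glu replicate 2), and lists called from 2 to 6. With a lone −N array the spread comes from the closer +Glu pair. Student's t-test, which has 2 residual degrees of freedom, gave 187 higher and 6 lower probe sets, 105 higher and 4 lower genes, and 7 Table 1 genes over the list alone. Quantile normalization gave 40 lower probe sets, 14 lower genes and 7 called lists. Fewer probe sets tested gave fewer lower by 2-fold alone: 68 with a mean log2 of at least 5, 88 with a mean above the median and 89 without probe sets that can bind several transcripts; the last also left 8 of the 11 Table 1 genes measured, of which 7 passed over the list alone, and reversed LOC4338226, to 0.122. Median centring, the mean of a gene's probe sets and the trend and robust settings, which enter neither the fold changes nor camera, left each count within 1.5 times, and with no array left out 0 probe sets passed an adjusted p under 0.05. Of the 478 comparisons of named genes with an alternative, 428 kept direction and side of the thresholds, 46 lost and 3 gained them and 1 reversed; of 303 comparisons of lists, those with the trend and robust settings and those of lists without a Table 1 gene to leave out not counted, 286 kept their side of the threshold, 4 lost and 13 gained the call, and camera's direction changed in 18, none of them called in either setting. Camera with an estimated correlation is not among these comparisons. With it 0 lists were called, and the 4 lists called at the preset correlation were each at an adjusted p of 0.76. The estimate was above the preset 0.01 for jasmonate genes (0.17), WRKY genes (0.315) and chitinases (0.342). For NAC genes it was −0.0299, under the preset, yet camera's unadjusted p rose from 0.000783 to 0.0738. The loss of the NAC call is thus not due to a higher correlation between genes, and what else changed was not tested. Dim probe sets limit the fold changes that can be read, and no detection calls were used.

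The replicate numbers are shared by both groups, but nothing says that they pair the samples. With the replicate number as a block, 609 probe sets were higher and 52 lower at the 2-fold thresholds, 15 genes were lower, and 0 probe sets passed an adjusted p under 0.05 (2722 higher and 1311 lower unadjusted). The difference between replicates 1 and 2 in −N correlated with that in +Glu over probe sets (r = 0.546, where probe sets are not independent). The first principal component (63.1% of the variance) separated the replicate numbers. The second (23.9%) separated the groups, at −32.4 and −37.8 in −N and 30.4 and 39.7 in +Glu.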

Differences from the paper's values

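The paper reports 156 genes regulated in the roots at its 2-fold and p thresholds, 151 of them up-regulated and 5 down-regulated. With limma's unadjusted p, 309 genes passed them here, 301 higher and 8 lower, and counted as probe sets 576 passed, 551 higher and 25 lower. Of the alternatives set before the data were examined, Student's t-test gave counts within 1.5 times of the paper's total and up-regulated genes (109 and 105 counted as genes, 193 and 187 counted as probe sets) and of its down-regulated genes (4 counted as genes and 6 counted as probe sets). Counted as genes, leaving out +Glu replicate 2 also came within 1.5 times for the total (211) and the up-regulated genes (196), but not for the down-regulated ones (15), and leaving out probe sets that can bind several transcripts (7) and the mean of a gene's probe sets (6) did so for the down-regulated genes only. No other alternative closed these differences for genes or for probe sets. The paper's text does not name its test.

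With the probe set of the highest mean for each gene, the fold changes of the 12 genes matched in Table 1 and Table S5 differed by at most 1.14 times from the paper's values, and the largest fold change over all genes was 9.61, against the paper's 9.6. With the mean of a gene's probe sets Cht8 was at 2.20, against the paper's 3.5, and RAMY3D at 1.64, against the paper's 2.7; without probe sets that can bind several transcripts RAMY3D was at 1.13. Without −N replicate 1 the largest fold change was 26.2. The paper lists MPK5 among the genes past 2-fold, and here it was at 1.98-fold; it passed with median centring (log2 fold change 1.02), without −N replicate 2 (1.01) and without +Glu replicate 1 (1.12).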

Other observations

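Beside the groups described with the paper's claims, lists of expansins, type-A response regulators and trehalose-6-phosphate phosphatases were tested, and none of these 3 was called. The expansin gene EXPA5, of proteins that loosen the cell wall, was at 258.7 ± 64.6 (SD, n = 2) in −N and 693.0 ± 17.7 (SD, n = 2) in +Glu (2.72-fold, unadjusted p = 0.00204, adjusted p = 0.628 from limma), with EXPA7 at 1.95-fold. The 29 expansins had a median log2 fold change of 0.21 (camera adjusted p = 0.0867, and from 0.00235 to 0.966 over the alternatives). Their median was −0.17 (adjusted p = 0.966) without −N replicate 1, 0.53 (adjusted p = 0.00235) without −N replicate 2 and 0.16 (adjusted p = 0.0418) after quantile normalization. Among type-A response regulators of cytokinin signaling, OsRR6 was 2.04-fold higher (unadjusted p = 0.00431) and OsRR9 1.55-fold, while the median of the 6 was −0.081 (−0.14 to 0.14 with 1 array left out in turn) and their mean 0.14 (camera adjusted p = 0.688). Trehalose-6-phosphate phosphatase genes OsTPP1 (2.18-fold, unadjusted p = 0.0263), OsTPP2 (1.72-fold) and OsTPP9 (1.63-fold) had both +Glu arrays above both −N arrays, with the median of the 9 genes at 0.12 (camera adjusted p = 0.0667, and from 0.0207 to 0.304 over the alternatives, under 0.05 with 5 of them). This median was 0.52 without −N replicate 2 and 0.53 without +Glu replicate 1, 0.070 without +Glu replicate 2, 0.059 after quantile normalization and 0.42 among genes with a mean log2 of at least 5. Table 1 lists a trehalose-6-phosphate phosphatase that was not matched by name, so OsTPP1, OsTPP2 or OsTPP9 may be a gene that the study chose on these arrays. In these 3 lists 0 genes passed an adjusted p under 0.05 over all genes, and adjusted over the list alone 0 expansins, 1 response regulator and 0 phosphatases passed, against 4, 2 and 3 genes at an unadjusted p under 0.05.

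Groups expected to be steady had medians close to 0, with more ribosomal protein and histone genes lower than higher: 25 ribosomal protein genes had a median log2 fold change of −0.059 (camera adjusted p = 0.14; 0.0212 without +Glu replicate 1 and up to 0.984 over the alternatives), 5 histone H2A and H2B genes −0.083 (adjusted p = 0.322), and 6 reference and housekeeping genes −0.056 (adjusted p = 0.39). Both +Glu arrays were below both −N arrays in 11 of the 25 ribosomal protein genes and above them in 3. They were below in 3 of the 5 histone genes and above in 0, and below in 1 of the 6 housekeeping genes and above in 0. Over all 17905 genes they were below in 1812 and above in 2673, and interchangeable arrays would give 16.7% in each direction by chance. The fold changes of the ribosomal protein genes ranged from 0.822 to 1.16. Of markers of other tissues and cell types, 22 Casparian strip and CASP-like genes had a median of −0.0041 (0.026 after median centring; adjusted p = 0.39) and 9 photosynthesis genes, markers of shoot tissue, 0.02 (adjusted p = 0.795). With 1 array left out in turn the medians ranged from −0.097 to −0.019 for ribosomal protein genes, from −0.19 to −0.076 for histone genes, from −0.215 to 0.20 for housekeeping genes, from −0.079 to 0.17 for Casparian strip genes and from −0.50 to 0.33 for photosynthesis genes. The photosynthesis genes differed more between the −N arrays than between the groups: −N replicate 2 was higher than −N replicate 1 by a median of 1.05 on the log2 scale, as in OsrbcS (309.7 and 1193 in −N, 665.0 and 820.9 in +Glu). The same difference between the −N arrays was 1.11 for nitrate and ammonium genes and −0.28 for jasmonate genes.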
